# Determination of WWOX Function in Modulating Cellular Pathways Activated by AP-2α and AP-2γ Transcription Factors in Bladder Cancer

**DOI:** 10.3390/cells11091382

**Published:** 2022-04-19

**Authors:** Damian Kołat, Żaneta Kałuzińska, Andrzej K. Bednarek, Elżbieta Płuciennik

**Keywords:** WWOX, AP-2α, AP-2γ, *TFAP2A*, *TFAP2C*, target genes, bladder, cancer, functional genomics, bioinformatics

## Abstract

Following the invention of high-throughput sequencing, cancer research focused on investigating disease-related alterations, often inadvertently omitting tumor heterogeneity. This research was intended to limit the impact of heterogeneity on conclusions related to WWOX/AP-2α/AP-2γ in bladder cancer which differently influenced carcinogenesis. The study examined the signaling pathways regulated by WWOX-dependent AP-2 targets in cell lines as biological replicates using high-throughput sequencing. RT-112, HT-1376 and CAL-29 cell lines were subjected to two stable lentiviral transductions. Following CAGE-seq and differential expression analysis, the most important genes were identified and functionally annotated. Western blot was performed to validate the selected observations. The role of genes in biological processes was assessed and networks were visualized. Ultimately, principal component analysis was performed. The studied genes were found to be implicated in MAPK, Wnt, Ras, PI3K-Akt or Rap1 signaling. Data from pathways were collected, explaining the differences/similarities between phenotypes. *FGFR3*, *STAT6*, *EFNA1*, *GSK3B*, *PIK3CB* and *SOS1* were successfully validated at the protein level. Afterwards, a definitive network was built using 173 genes. Principal component analysis revealed that the various expression of these genes explains the phenotypes. In conclusion, the current study certified that the signaling pathways regulated by WWOX and AP-2α have more in common than that regulated by AP-2γ. This is because WWOX acts as an EMT inhibitor, AP-2γ as an EMT enhancer while AP-2α as a MET inducer. Therefore, the relevance of AP-2γ in targeted therapy is now more evident. Some of the differently regulated genes can find application in bladder cancer treatment.

## 1. Introduction

Following the invention of high-throughput sequencing (HTS), cancer research was directed to investigate disease-related genetic and epigenetic alterations; however, this approach often inadvertently omitted the fact of tumor heterogeneity, i.e., presence of cells having various characteristics and origin [1]. Cancer cell lines, commonly found in cancer research, demonstrate considerable cell-to-cell (within cell line) or type-to-type (between cell lines) heterogeneity that is related to various aspects such as cellular signaling [2,3]. Recently, Shen et al. confirmed that the breast cancer model is heterogeneous both within and across cell lines [4]; a similar study by Qin et al. recapitulated intertumoral diversity in cell lines representing melanoma [5].

In view of the aforementioned data, this research was designed to limit the impact of heterogeneity on our previous findings [6,7] for bladder cancer (BLCA); thus assessing the influence of investigated molecules on BLCA signaling. Namely, we have recently considered it rational to investigate the biological effect of three genes on bladder cancer, i.e., WW Domain Containing Oxidoreductase (*WWOX*), Transcription Factor AP-2 Alpha (*TFAP2A*) and Transcription Factor AP-2 Gamma (*TFAP2C*), the last two encoding Activating Enhancer-Binding Protein 2 Alpha (AP-2α) and AP-2γ, respectively. In general, the first tryptophan domain of WWOX is responsible for binding the proline-rich motif of AP-2α/γ [8] which leads to sequestration of AP-2 proteins out of the nucleus and thus reduces their transcriptional activity [9]; AP-2γ is bound by WWOX more strongly than AP-2α [8]. Cellular variants of three BLCA cell lines (RT-112, HT-1376 and CAL-29), developed to obtain specific expression of these genes, demonstrated distinct phenotypes when investigating a range of biological processes through in vitro assays [6,7]. The findings indicate that WWOX and AP-2α behave as tumor suppressors and may act synergistically while AP-2γ is an oncogene that can be guided by WWOX against tumor progression. Using a type of HTS technology, Cap Analysis Gene Expression sequencing (CAGE-seq), it is intended to analyze the same cell lines from different perspective, treating them as biological replicates to improve robustness of data and inferred conclusions; this is highly preferred in RNA-seq studies since the value of technical replicates in such research is questionable [10].

In this work, it was decided to focus on signaling pathways in order to (1) provide a mechanistic/molecular explanation of previously observed phenotypes and (2) capture the similarities in cellular signaling which could help in cancer treatment, as signaling heterogeneity contributes to therapeutic failure [3]. This is of utmost importance because one of the investigated molecules, AP-2γ, is cancer-promoting and it might be suitable for targeted therapy aimed at transcription factors [11,12,13], similar to another member of the same family—AP-2δ [14]. Moreover, comparing the pathways which are differently modulated by AP-2γ to those of AP-2α and WWOX could identify relevant molecules that might play a role in anti-cancer therapy. Dissimilarity of AP-2γ from both AP-2α and WWOX would also strengthen the up-to-date conclusions related to this thematic issue. Therefore, the aim of the current study was to determine the role of the WWOX in modulating cellular pathways activated by AP-2α and AP-2γ transcription factors in bladder cancer. The use of biological replicates will highlight the necessary similarities at the molecular level (within the cellular variant), and determine unequivocal differences in the function of WWOX, AP-2α and AP-2γ. Secondarily, it will be possible to identify the genes regulated inversely by WWOX and specific AP-2 transcription factor (TF), whose difference in expression is alleviated when these two are analyzed in combination within a single cellular variant.

## 2. Materials and Methods

### 2.1. Cell Lines, Culture Conditions and Stable Transductions

The cellular variants and their culture or transduction procedures are thoroughly described in previous research [6,7]. In brief, bladder cancer RT-112, HT-1376 and CAL-29 cell lines were purchased from Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ, Brunswick, Germany), incubated in 37 °C under 5% CO_2_ and cultured in either RPMI-1640 (RT-112) or DMEM (HT-1376, CAL-29) medium supplemented with fetal bovine serum, Antibiotic-Antimycotic and L-glutamine. Lentiviral transduction was performed via different overexpression systems for WWOX and AP-2α/γ in polybrene-containing starvation medium. Antibiotic clone selection using puromycin (WWOX) or G418 (AP-2α/γ) was preceded by exchange of viral medium to full medium. The following stable transductants were obtained for each cell line: Control/control (KK); Control/AP-2α↑ (KA); Control/AP-2γ↑ (KC); WWOX↑/control (WK); WWOX↑/AP-2α↑ (WA); WWOX↑/AP-2γ↑ (WC). In order to identify genes whose expression is inversely regulated by WWOX or AP-2 and alleviated during their combination, in this research the WA and WC variants were considered as a rescue experiment to KK: these are models where the level of WWOX/AP-2 expression is balanced to some extent compared to KA, KC or WK. Established comparisons together with their purpose are summarized in Figure 1.

### 2.2. Protein Extraction and Western Blot

The proteins were isolated using RIPA Lysis Buffer supplemented with sodium orthovanadate, phosphatase inhibitor cocktail and phenylmethylsulfonyl fluoride (Santa Cruz Biotechnology, Dallas, TX, USA), the blotting for WWOX and AP-2 TFs was then performed as previously described [6,7] to confirm successful transduction.

Western blot was also applied to validate CAGE-seq findings on the protein level. The molecule selection resulted from successive steps of the current study which are described below in Section 2.7 and Section 2.8. Anti-FGFR3 (66954-1-Ig; ProteinTech Group, Manchester UK), anti-STAT6 (51073-1-AP; ProteinTech Group, Manchester, UK), anti-EFNA1 (AMAB91423; Merck Life Sciences Sigma Aldrich, Darmstadt, Germany), anti-GSK3B (22104-1-AP; ProteinTech Group, Manchester, UK), anti-PIK3CB (21739-1-AP; ProteinTech Group, Manchester, UK), anti-SOS1 (55041-1-AP; ProteinTech Group, Manchester, UK) and anti-KIF7 (24693-1-AP; ProteinTech Group, Manchester, UK) were used as primary antibodies diluted 1:1000 (except FGFR3 antibody which was diluted 1:5000) with 1% non-fat milk in 1X TBST solution (Merck Life Sciences Sigma Aldrich, Darmstadt, Germany). Following overnight incubation, the membranes were washed three times using 1X TBST buffer and then incubated with anti-rabbit (STAT6, GSK3B, PIK3CB, SOS1, KIF7) or anti-mouse (FGFR3, EFNA1) secondary antibodies conjugated with alkaline phosphatase (Merck Life Sciences Sigma Aldrich, Darmstadt, Germany). The intensity of the bands was visualized with Novex^®^ AP Chromogenic Substrate (Invitrogen Life Technologies, Carlsbad, CA, USA). The band intensity of each protein was analyzed using ImageJ software and normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH; sc-59540; Santa Cruz Biotechnology, Dallas, TX, USA) or β-actin (ACTB; GTX109639; GeneTex, Irvine, CA, USA). The assay was performed in biological and technical triplicates.

### 2.3. Statistical Analysis

The Shapiro–Wilk test was performed to determine the normality of distribution. The differences in relative gene expression between variants were determined by unpaired *t*-test with Welch’s correction; the results with a *p*-value < 0.05 were considered statistically significant.

### 2.4. RNA Isolation, CAGE Library Preparation, Sequencing, Mapping and Gene Expression

RNA was isolated according to the protocol provided with the Extracol reagent (EURX, Poland); total RNA quality (integrity number of at least 7.0) was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Complementary DNA (cDNA) synthesis from total RNA was achieved using random primers (CAGE library preparation Kit; K.K. DNAFORM, Yokohama, Japan). The 5′ cap-located ribose diols in RNAs were oxidized and biotinylated. Following cap-trapping, streptavidin beads enabled RNA/cDNA hybrids selection. RNA digestion using RNaseI/H was followed by linker ligation to 5′ and 3′ cDNA ends, allowing to construct double-stranded cDNA libraries.

Sequencing of CAGE libraries was performed with the use of 75 nt single-end reads on a NextSeq 500 sequencer (Illumina, San Diego, CA, USA). The raw data from the CAGE experiment were deposited in NCBI Gene Expression Omnibus (GEO) Database with accession number GSE193659. Fastq files were quality checked via FastQC tool (v0.11.9) and obtained tags were mapped to human hg38 genome using the Burrows–Wheeler Alignment tool (v0.7.17). Reads that were still unmapped were processed using Hierarchical Indexing for Spliced Alignment of Transcripts (v2.0.5). Tags were clustered using the modified Paraclu from the RECLU pipeline [15]. Regions having an overlap of 90% between replicates were extracted via BEDtools (v2.12). Clusters with Irreproducible Discovery Rate ≥0.1 and >200 bp were rejected.

### 2.5. Identification of Target Genes Regulated by AP-2 Transcription Factors

Target lists for AP-2γ and AP-2α were compiled using the following databases: Gene Transcription Regulation Database (GTRD; v19.10), TRANScription FACtor database (TRANSFAC; v2019.2) and Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining (TRRUST; v2). Excluding duplicates, 5175 targets were identified for AP-2γ and 4810 for AP-2α.

### 2.6. Differential Expression Analysis

The R-package limma (v3.42.2) was used to perform differentiation expression analysis, with voom function to make CAGE-seq data useful for limma. Data were preprocessed using calcNormFactors() and low expressed genes were filtered out (tags that had at least 5 counts per million in at least 1 library were retained). Following voom transformation, the model was fitted in limma using weighted least squares for each gene via lmFit(). Log_2_ fold-change (log_2_FC) for each comparison between groups was obtained with the use of makeContrasts(), default parameters. Empirical Bayesian smoothing of standard errors was used prior to extraction of the top-ranked genes using topTable().

### 2.7. Identification of Genes Inversely Regulated by WWOX and AP-2 and Their Functional Annotation

Genes from differential expression analysis were temporarily limited to AP-2α or AP-2γ targets, depending on comparison. KA, WK and WA were compared to KK (henceforth called ‘alpha’ comparisons) via AP-2α target list while KC, WK and WC were compared to KK (henceforth called ‘gamma’ comparisons) through AP-2γ equivalent. These filtered lists were then input into R environment and rows having opposite marks in two values (of two different columns/phenotypes) were retained using sign() function, which was followed by verification of whether a value in another (third) column is between two previous ones. Requirement of log_2_FC above 1 or below −1 had to be met for the values in the first and second columns. Through that, it was possible to keep AP-2 targets whose expression is inversely regulated by WWOX and AP-2α/γ, which is alleviated when these two are overexpressed within a single cellular variant. A schematic presentation of this step is summarized in Figure 2. Heatmaps were generated using the Shiny web server Heatmapper (http://www.heatmapper.ca/; accessed on 9 November 2021). The row scale type was set along with the average linkage clustering method and Pearson distance measurement. Clustering to rows was applied to visualize the dendrogram.

The observed relationships were verified on the protein level using Western blot (two representatives were selected), see section “Protein extraction and Western blot” for details. Subsequently, the targets were functionally annotated in parallel using Pathview Web (auto-selection of implicated pathways from Kyoto Encyclopedia of Genes and Genomes (KEGG)) and The Database for Annotation, Visualization and Integrated Discovery (DAVID; “KEGG_PATHWAY” module) in order to preliminarily identify the signaling in which these genes might be involved, and whether certain pathways repeat between ‘alpha’ and ‘gamma’ comparisons. Additionally, the Epithelial–Mesenchymal Transition Gene Database (dbEMT) was used along with Pathview Web and DAVID (accessed on 17 December 2021) to identify the KEGG pathways containing the greatest number of EMT-related genes (“browse” and “pathway” options were executed and the top KEGG charts were then selected).

### 2.8. Pathway Visualization and Integration

Recognized pathways from previous step were visualized using the pathview() function (v1.26.0) in R environment as KEGG native graphs with limit value of 3 for gene data when converting to pseudocolors and bins parameter = 20. After careful analysis of the obtained results, it was decided to use Inkscape, integrating all relevant data from pathways or literature data to the form of single graph that can explain the main molecular differences/similarities between phenotypes and link them to biological processes. The observed relationships were verified on the protein level using Western blot (five representatives were selected), see Section 2.2 for details.

### 2.9. Protein Association Networks Supported by Molecular Signatures

The Molecular Signatures Database (MSigDB) and Gene Reference into Function (GeneRIF) resources (accessed on 26 January 2022) were browsed to select gene sets implicated in aforementioned biological processes. Altogether, 13 datasets were chosen for collection, i.e., CAGE-seq data were filtered to retain only genes implicated in selected MSigDB/GeneRIF terms (Table 1). Afterwards, the top 50 genes based on log_2_FC (the top 25 most upregulated and the top 25 most downregulated) from each comparison and each biological process were treated as an input to network visualization through Cytoscape software (v3.8.0) using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) protein query option (v1.5.0), default parameters. Similarly, the definitive network was prepared from the top 3 most upregulated and the top 3 most downregulated genes per comparison in all biological processes using GeneMania plugin (v3.5.2) of Cytoscape (automatic network weighting and zero “resultant” genes). The definitive network was supported by intersection analysis; the Venn diagram was prepared with the use of the venn() function (v1.10) and further modified visually using Inkscape (v1.1) to include item labels.

### 2.10. Principal Component Analysis

Genes of definitive networks were used as a set for dimensional grouping performed via principal component analysis (PCA). All 173 genes were involved as active variables and their contribution in spatial partitioning across PC1 and PC2 components was visualized via FactoMineR plugin (v1.7) of Rcmdr(), as well as factoextra().

## 3. Results

### 3.1. WWOX Can Overexpress or Downregulate the Genes Which Are Inversely Regulated by AP-2 Factor

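CAGE-seq, which sequences the capped 5′ ends of RNA, was performed on 18 libraries from 3 bladder cancer cell lines (RT-112, HT-1376 and CAL-29), each with 6 variants. Every variant therefore had 1 library per cell line (n = 3), and the paper treats the cell lines as biological replicates. Within a cell line, each variant had 1 library, and by the sample records WWOX or its control was introduced in the first transduction and AP-2 or its control in the second. The authors mapped reads of 75 nt to hg38 and deposited a table of 16575 genes in CPM, with columns that summed to at most 947109.6 CPM (median 942153.3). The Ensembl identifiers of 16553 genes were matched to a symbol, and positions given beside genes are those of GENCODE 44 on GRCh38. Between 99.96% and 99.99% of the values of a library were whole multiples of a common step, against 11.5% to 17.6% with a wrong step, so the number of reads behind each value was recovered. Reads on genes ranged from 13357102 to 17958572 per library, with a median of 16799232 in KK, 16926097 in KA, 15773716 in KC, 16999810 in WK, 16847553 in WA and 16773240 in WC. A single read was worth 0.0526 to 0.0709 CPM. As in the paper, genes with at least 5 CPM in at least 1 library were retained (13022 genes). The values were transformed to log2(CPM + 0.5) and fitted with limma over all 18 libraries without a term for the cell line, and the 5 comparisons against KK were taken from that fit. Each log2 fold-change (log2FC) is the mean of 3 cell lines on this scale, which understates the change of genes with low values. Its standard error (SE) comes from the same fit. Without a term for the cell line, the SE also takes in the differences in level between the lines. It therefore does not measure how far the change varied between cell lines. FGFR3 in KA/KK, for example, changed by −0.17, −0.49 and −0.75 in the 3 lines, with an SE of 2.7. No gene had an adjusted p under 0.05 in any of the 5 comparisons (limma with Benjamini-Hochberg adjustment, smallest adjusted p 0.9998). At an unadjusted p under 0.05 there were 38 genes in WK/KK, 7 in KA/KK, 11 in KC/KK, 37 in WA/KK and 84 in WC/KK. With the cell line as a block in limma, no gene passed either, and these counts were 506, 63, 550, 209 and 1399 genes. With edgeR on the recovered reads and the same block, 5 genes passed in KC/KK and none in the other comparisons. With DESeq2 on the recovered reads, the alternative that moved the calls most, 3, 1, 5, 3 and 9 genes passed. The median log2FC of all genes was −0.25 in WC/KK as deposited and −0.02 after TMM scaling, a shift of 0.23.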

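The overexpressed genes were examined in each library as a check of the labels, although a transcript from a vector need not start at the native promoter that CAGE-seq assigns to the gene. TFAP2C, which encodes AP-2γ and lies on chromosome 20 from 56629306 to 56639283, was higher in KC than in KK by 4.55-fold in RT-112, 1.35-fold in HT-1376 and 2.21-fold in CAL-29. TFAP2A, which encodes AP-2α and lies on chromosome 6 from 10393186 to 10419659, was higher in KA than in KK by 2.60-fold, 1.46-fold and 1.41-fold in these cell lines. In the rescue variants against WK, the ratio was 2.54, 2.36 and 3.64 for TFAP2C in WC, and 1.25, 0.909 and 1.41 for TFAP2A in WA, so that TFAP2A was not raised in WA of HT-1376. WWOX, on chromosome 16 from 78099400 to 79212667, rose 2.43-fold from 63.68 to 154.92 CPM in WK of CAL-29. In RT-112 its value was 26.04 CPM in KK and 22.33 CPM in WK, and in HT-1376 it was 22.36 and 18.58 CPM. In the rescue variants, the ratio of WWOX in WA against KA was 0.81 in RT-112, 0.78 in HT-1376 and 1.35 in CAL-29. That in WC against KC was 0.71, 1.36 and, against the library labelled CAL-29 KC, 2.78. In CAL-29, WA and WC held 69.27 and 62.36 CPM, near the 63.68 CPM of KK. The library labelled RT-112 WA held 179.87 CPM of TFAP2C, against 56.20 CPM in RT-112 WK. Across genes, the libraries had a higher median Pearson correlation with the other libraries of their own cell line than with those of another line. The exception was the library labelled CAL-29 KC, with a median r of 0.741 to the other libraries labelled CAL-29 and 0.94 to those labelled HT-1376. Of 47 genes with at least 20 CPM in HT-1376 KK and under 0.5 CPM in the KK libraries of the other lines, 46 were present in it at 10% or more of their HT-1376 level. Of 68 such genes of CAL-29, 7 were present, at a median of 0.518% of their level in CAL-29 KK. For this reason it is called the library labelled CAL-29 KC, and values of KC/KK without the CAL-29 cell line are given where that library decides a result.

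**Figure D1:**
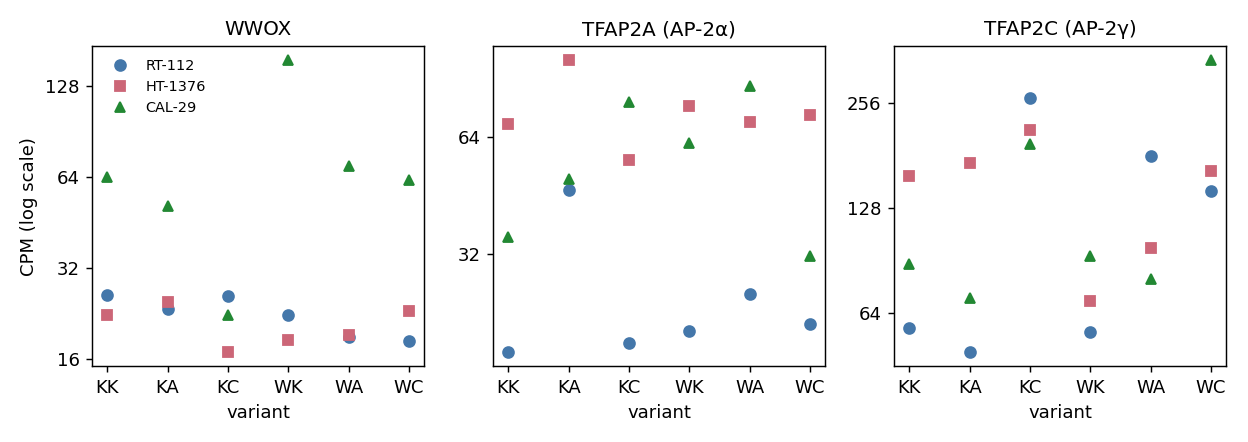
CPM (log scale) of WWOX, TFAP2A and TFAP2C by variant, with 1 point per library and the cell line shown by colour and shape. TFAP2C is highest in KC in RT-112 (263.70 CPM) and in HT-1376 (213.93 CPM).

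**Figure D2:**
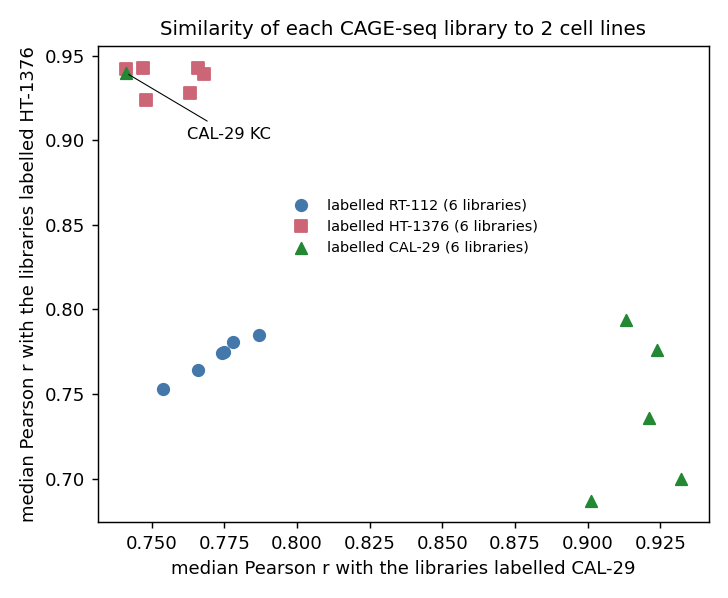
Median Pearson correlation across 13022 genes of each library with the libraries labelled CAL-29 (x axis) and HT-1376 (y axis), with 1 point per library coloured by its label. The library labelled CAL-29 KC lies among the HT-1376 libraries at 0.741 and 0.94.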

The targets of AP-2 transcription factors were first filtered to retain the genes whose expression was regulated in opposite directions by WWOX (WK) and AP-2α (KA) or AP-2γ (KC) when compared to control (KK). Subsequently, it was verified whether the difference in expression is alleviated in the rescue variant (i.e., WA or WC, depending on comparison). Thus, the expression of each AP-2 target in the WA variant was between that of WK and KA, as was the case of WC in reference to WK and KC. 

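Among the genes drawn in Figure 3A, 11 were past the filter on low values, and for each of these the log2FC of WA/KK lay between those of WK/KK and KA/KK. The same held for WC/KK among the 32 genes of Figure 3B past the filter. On a scale where the AP-2 variant is at 0 and WK is at 1, the median position of the rescue variant was 0.63 in the 'alpha' comparisons, and 7 of the 11 genes lay nearer to WK. In the 'gamma' comparisons the median position was 0.81, and 29 of 32 genes lay nearer to WK. Since lying between is a condition of the screen that selected these genes on the same libraries, these counts carry no test. In the 'gamma' comparisons the KC end of the scale also rests on the library labelled CAL-29 KC. The median size of the KC/KK log2FC was 3.87 in that library, 0.25 in RT-112 and 0.83 in HT-1376. These positions therefore cannot show whether WWOX or AP-2γ prevails in WC.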

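Both conditions of the screen, a log2FC beyond 1 of opposite sign in WK/KK and the AP-2 comparison and a rescue variant between them, were applied to all 13022 genes, since the lists of AP-2 targets were not used here. In the 'alpha' comparisons 1 gene met them (L1CAM), and in the 'gamma' comparisons 41 genes did, of which 24 were higher and 17 lower in WK. The counts rose to 31 and 141 genes with limma-voom on the recovered reads and to 16 and 126 with a pseudocount of 0.05 CPM. Without the CAL-29 cell line, 5 and 10 genes met the screen. Requiring the stated sign in each of the 3 cell lines left 0 and 3 genes. With the labels of the variants permuted within each cell line, 84 of 100 draws gave as many genes in the 'alpha' comparisons and 5 of 100 in the 'gamma' comparisons, the real labels included. These draws treat the libraries labelled CAL-29 as alike, which the library labelled CAL-29 KC is not. The 'gamma' share therefore cannot tell an effect of AP-2γ from the place of that library. Of the genes drawn in Figure 3A, 1 met the screen, and of those in Figure 3B, 8 did. With limma-voom on the recovered reads, the tool that the paper's methods name, 8 genes of Figure 3A and 25 of Figure 3B met it. In KC/KK the 32 genes of Figure 3B past the filter had the drawn direction in 32 cases in the library labelled CAL-29, in 14 in RT-112 and in 13 in HT-1376. The change was largest in the library labelled CAL-29 KC for 29 of them, and 13 had the drawn direction in the mean without that cell line.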

As visible in Figure 3, the above requirements were met by less genes in ‘alpha’ comparisons (Figure 3A) than in ‘gamma’ counterparts (Figure 3B). ‘Alpha’ or ‘gamma’ stems from AP-2α or AP-2γ, respectively, and refers to all variants that are compared in order to disclose the role of a specific AP-2 factor as well as WWOX (‘alpha’ comparisons are visible in Figure 3A while ‘gamma’ comparisons in Figure 3B). In both cases, it is possible to identify genes which are more dependent on WWOX (e.g., *INHBB* for ‘alpha’ and *EFNB2* for ‘gamma’ comparisons) or AP-2 factor (*SEMA6A* for AP-2α and *L1CAM* for AP-2γ). Nevertheless, there are also examples where a gene is similarly dependent on WWOX and AP-2, e.g., *CLDN9* in ‘alpha’ and *KHDRBS3* in ‘gamma’ comparisons. 

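INHBB (chromosome 2, 120346136 to 120351803) had a log2FC of −0.65 in WK/KK and 1.06 in KA/KK (SE 0.93), and its KA/KK value was 0.21 without CAL-29. In WA/KK it changed by −0.05, at position 0.65 between KA (0) and WK (1). EFNB2 (chromosome 13, 106489745 to 106535662) changed by 1.21 in WK/KK and by −1.38 in KC/KK (SE 1.44), with WC at position 0.86. Its rise in WK came from HT-1376 (4.16, against 0.10 in RT-112 and −0.64 in CAL-29), and its KC/KK value was 0.70 without CAL-29. SEMA6A (chromosome 5, 116443555 to 116574823) changed by 0.97 in WK/KK and −0.65 in KA/KK (SE 0.99), with WA at position 0.19, and without CAL-29 its KA/KK value was 0.07. L1CAM (chromosome X, 153861514 to 153886173) was higher in KC than in KK in 3 of 3 cell lines, with a mean log2FC of 2.25 (SE 1.39), and lower in WK (−1.18), with WC at position 0.21. Its change in WK ranged from −3.17 in HT-1376 to 0.73 in RT-112.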

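CLDN9 (chromosome 16, 3012923 to 3014505) changed by −0.73 in WK/KK and 0.30 in KA/KK (SE 1.27), and WA lay at position 0.34 between KA (0) and WK (1). Its decrease in WK was present in CAL-29 (−2.21), while the log2FC was 0.02 in RT-112 and the gene was listed at 0 CPM in both HT-1376 libraries. KHDRBS3 (chromosome 8, 135457456 to 135656722) changed by −0.70 in WK/KK and 0.57 in KC/KK (SE 1.18), with WC at position 0.94. In KC/KK its log2FC was 0.27 in RT-112, −1.23 in HT-1376 and 2.65 in the library labelled CAL-29, and the mean without CAL-29 was −0.48.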

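CDH5, FBLN2 and PRKCA were compared between KA and KC in addition to L1CAM, whose log2FC in KA/KK was 2.31 and positive in 3 of 3 cell lines. CDH5 changed by 0.56 in KA/KK and 1.56 in KC/KK (SE 0.70), also in the same direction in 3 of 3 cell lines, and by 1.07 in KC/KK without CAL-29. FBLN2 decreased by 0.30 on the log2 scale in KA/KK (a log2FC of −0.30), and in KC it had at most 2 reads in any library, so no fold-change is given. In RT-112 it was listed at 0 CPM in all 6 variants, and in the other lines its KK value was 0.33 CPM (HT-1376) and 6.17 CPM (CAL-29). PRKCA changed by −0.66 in KA/KK and −1.30 in KC/KK (SE 1.60). Its decrease in KA was carried by CAL-29 (−1.97), with a mean of −0.01 in the other lines, and in KC/KK the other lines gave 0.56 without the library labelled CAL-29 KC.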

Some targets were identified in two sets, i.e., *CDH5*, *FBLN2*, *L1CAM* and *PRKCA*, and their changes in expression indicate that they are similarly regulated by both AP-2α and AP-2γ.

### 3.2. Many Important Pathways Were Denoted, with Rap1 and MAPK Repeating between Comparisons

All genes from heatmaps were functionally annotated to KEGG pathways. Based on data combined from Pathview Web and DAVID, apart from annotations that referred to processes, there were some associated with signal transduction. Respectively for ‘alpha’ or ‘gamma’ comparisons, the identified signaling pathways were Wnt, Rap1, MAPK or PI3K-Akt, Rap1, MAPK, Ras. Due to the fact that signal transduced by these pathways is implicated in epithelial-to-mesenchymal transition (EMT) and that this process is not covered in KEGG as a dedicated map, the dbEMT webtool was additionally used to identify KEGG pathways that contain the greatest number of EMT-related genes. Equally, hsa05206 (MicroRNAs in cancer) and hsa05200 (pathways in cancer) contained 170 genes related to EMT while hsa04151 (PI3K-Akt signaling pathway) was next in order, with 97 genes implicated in this process. Since the PI3K-Akt was already identified through Pathview/DAVID, and “Pathways in cancer” was one of processes annotated for ‘gamma’ comparisons, it was decided to include “MicroRNAs in cancer” for both ‘alpha’ and ‘gamma’ comparisons and “Pathways in cancer” for the ‘alpha’ comparison. The KEGG pathways subjected to further analysis are summarized in Table 2.

Afterwards, the above pathways were visualized separately for ‘alpha’ and ‘gamma’ comparisons. In this step, the temporary restriction of investigating only AP-2 targets was lifted; thus, all genes from differential expression analysis were included. An example pathway which repeated in ‘alpha’ (Figure 4A) and ‘gamma’ (Figure 4B) comparisons was Rap1 signaling. Some changes and similarities in gene expression were observed. 

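For each node of the Rap1 pathway, the log2FC of its members past the filter were summed, as Pathview does by default, with members listed before the values were examined, from general knowledge of the pathway and not from KEGG. The sum for 6 receptors of the GPCR node was 6.57 in WK/KK, 1.75 in KA/KK and −3.30 in KC/KK. For 5 calmodulin genes it was 2.55, 0.44 and −1.63, and for TSP1, whose only member is THBS1, it was 1.51, 0.91 and −0.81. The calmodulin sums came mostly from HT-1376 in WK/KK (6.73, against −0.37 in RT-112 and 1.29 in CAL-29) and from HT-1376 alone in KA/KK (2.84, against −0.63 and −0.89). TSP1 changed by −1.21 in WK/KK and −0.98 in KA/KK of CAL-29 and rose in the other lines. All 3 negative sums in KC/KK were decided by the library labelled CAL-29 KC. Without the CAL-29 cell line, KC/KK gave 1.32 for the GPCR node, 1.27 for calmodulins and 1.77 for TSP1. The sums of the GPCR node and TSP1 were positive in both other lines, while that of calmodulins was −1.6 in RT-112 and 4.2 in HT-1376.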

Namely, while the expression of G Protein-Coupled Receptors (GPCRs), calmodulins (CaMs) and thrombospondin 1 (TSP1) was increased during WWOX or AP-2α overexpression, the opposite was found when AP-2γ was overexpressed. In contrast, the regulation of Spa-L2 was similar during AP-2α and AP-2γ overexpression compared to WWOX. Likewise, the Rac proteins had the same pattern of expression changes in ‘alpha’ and ‘gamma’ comparisons. 

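SIPA1L2, which encodes Spa-L2, changed by 0.77 in WK/KK, −0.34 in KA/KK and −0.73 in KC/KK (SE 1.18). The decrease in KA was found in RT-112 (−0.33) and CAL-29 (−0.99) but not in HT-1376 (0.31). In KC/KK the gene rose in RT-112 (0.46) and HT-1376 (0.43) and was lower in the library labelled CAL-29 (−3.08), with a mean of 0.44 without CAL-29.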

Lastly, although the changes in Receptor Tyrosine Kinases (RTKs) were in the same direction for AP-2γ and AP-2α, the latter decreased their expression to a greater extent. However, regardless of AP-2 factor, the regulation of aforementioned examples in rescue variants seems to be WWOX-dependent (WA/KK and WC/KK patterns are similar to WK/KK). 

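The sum over the 3 Rac genes was 1.65 in WK/KK, 0.86 in KA/KK and 0.41 in KC/KK, and most of it came from HT-1376, where the sums were 4.47, 3.26 and 3.44. For KC/KK the sum was −2.53 in the library labelled CAL-29 and 1.88 without that line. Over the 10 receptor tyrosine kinase genes past the filter, the sum was 1.40 in WK/KK, −1.51 in KA/KK and −0.56 in KC/KK. For KA/KK it was −2.25 in RT-112, 3.65 in HT-1376 and −5.92 in CAL-29, and 0.70 without CAL-29. For KC/KK it was 2.64, 3.29 and, in the library labelled CAL-29, −7.60, and 2.96 without that line. With TMM scaling, the sum of KC/KK was 0.26.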

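In the rescue variants the sum for the GPCR node was 5.05 in WA/KK and 5.74 in WC/KK, and that for calmodulins was 3.17 and 2.29, with −2.86 and −3.62 in RT-112. TSP1 (THBS1) changed by 1.64 and 1.86, Spa-L2 (SIPA1L2) by 1.18 and 0.48, and the Rac node by 1.31 and 1.01. Without HT-1376 the WA/KK values were −0.37 for calmodulins, −0.43 for TSP1 and −0.42 for Rac. The receptor tyrosine kinase node gave 2.58 in WA/KK and 0.12 in WC/KK, and the latter ranged from −8.21 in CAL-29 to 6.87 in RT-112. With CAL-29 left out, it was 4.29 in WC/KK. With TMM scaling, the receptor tyrosine kinase sum was 2.31 in WC/KK, against 2.27 in WK/KK. The WC/KK sums with this scaling were 7.14 for the GPCR node and 3.34 for calmodulins.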

The remaining pathways for ‘alpha’ and ‘gamma’ comparisons are visualized in Figures S1 and S2, respectively.

### 3.3. Altered Signaling Was Found to Be Involved in the Regulation of Multiple Biological Processes

Due to the extensiveness of information obtained from KEGG graphs, it was intended to integrate all relevant data to the form of a single graph in order to collate the molecular differences and similarities between phenotypes, linking them to biological processes (Figure 5). About half of the processes were previously investigated in our in vitro research, the remainder was included to capture the essence of the carcinogenesis process from the literature data on genes that were included in the graph. For instance, the signal transduction beginning with *TGFB1* and *TGFBR2* could affect invasion, proliferation or migration processes through *MAP3K5*. In ‘alpha’ comparisons (Figure 5A) the changes caused by either WWOX or AP-2α overexpression are consistent with each other, i.e., WWOX increased *TGFB1*, *TGFBR2* and *MAP3K5* expression while AP-2 increased the first two but did not affect the latter. 

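TGFB1 (chromosome 19, 41301587 to 41353922) had 52.57 ± 48.55 CPM in KK and 95.58 ± 58.93 CPM in WK (SD, n = 3), a log2FC of 1.27 (SE 1.03) that was positive in 3 of 3 cell lines. In KA/KK it changed by 0.42, from −0.35 in RT-112 to 1.21 in HT-1376. TGFBR2 (chromosome 3, 30606601 to 30694142) changed by 0.73 in WK/KK and 0.07 in KA/KK (SE 2.22), and the latter was −0.07 with a pseudocount of 2 CPM and −0.48 in CAL-29. MAP3K5 (chromosome 6, 136557046 to 136793097) changed by 0.28 in WK/KK and −0.03 in KA/KK (SE 0.97).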

On the contrary, changes visible in ‘gamma’ comparisons (Figure 5B) indicate that AP-2γ decreased *TGFB1*, *MAP3K5* and *TGFBR2* (herein listed in the order of potentiated downregulation). Likewise, the signaling by *SMO*, *KIF7* and *BMP4* is decreased by AP-2γ but increased by WWOX and AP-2α, which could affect migration or clonogenicity.

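In KC/KK the log2FC was −0.25 for TGFB1, −0.63 for MAP3K5 and −2.01 for TGFBR2. The library labelled CAL-29 KC gave −2.19, −2.58 and −6.60, with TGFBR2 at 0 CPM against 47.98 CPM in CAL-29 KK. In RT-112 TGFBR2 was at 20.11 CPM in KK and 26.67 CPM in KC, and in HT-1376 at 0.07 and 0.14 CPM. Without CAL-29, the mean log2FC was 0.72 for TGFB1, 0.34 for MAP3K5 and 0.28 for TGFBR2. That of TGFB1 came from HT-1376 (2.02), while in RT-112 TGFB1 was also lower in KC than in KK (−0.59).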

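KIF7 (chromosome 15, 89608789 to 89663086) changed by 0.41 in WK/KK, 0.31 in KA/KK and −0.41 in KC/KK (SE 1.35), with the same direction in 3 of 3 cell lines in each comparison. Its KC/KK change was −0.14 in RT-112, −0.09 in HT-1376 and −1.01 in the library labelled CAL-29, and its KK values were 0.05, 2.37 and 6.74 CPM. BMP4 (chromosome 14, 53949736 to 53958761) changed by 0.70, 0.24 and −1.23 (SE 1.05), and by 0.06 in KC/KK without CAL-29. The change of BMP4 in WK was 2.00 in HT-1376 and −0.25 in RT-112. SMO (chromosome 7, 129188633 to 129213545) was listed at 0 CPM in all 6 variants of RT-112 and had under 1 CPM in HT-1376. In CAL-29 it was at 26.29 CPM in KK, 52.82 CPM in WK and 23.06 CPM in KA, while the library labelled CAL-29 KC held 0 CPM. Its log2FC was 0.67 in WK/KK, with 1.03 in HT-1376 and 0.99 in CAL-29. In KA/KK it was 0.15 (SE 2.23), and the increase came from HT-1376 (0.64, from 0 to 0.28 CPM), against −0.19 in CAL-29. Since SMO had at most 3 reads in any KC library, no fold-change is given for KC/KK.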

### 3.4. Observations Were Validated on the Protein Level

In order to certify the observations from the previous sections, some representatives were selected for validation at the protein level using Western blot (Figure 6). Two representatives (FGFR3, STAT6) were selected from Figure 3 (one per heatmap) and five representatives (EFNA1, GSK3B, PIK3CB, SOS1, KIF7) from Figure 5. Due to the fact that the difference in expression is frequently alleviated in rescue variants, it was decided to focus on changes caused by WWOX overexpression (WK) or AP-2α/γ overexpression (KA or KC) when compared to control (KK). For each protein, the differences in comparisons were statistically significant in at least two cell lines. The blotting results for FGFR3 were found to be in line with CAGE-seq data, i.e., expression is increased in WK variant but decreased in KA when compared to KK, as determined in all investigated cell lines (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 1.0669 ± 0.0678, 0.0500 ± 0.0025 and 0.2223 ± 0.0291; for WK was 2.8808 ± 0.3800, 0.1182 ± 0.0137 and 0.3675 ± 0.0318; for KA was 0.5468 ± 0.1287, 0.0179 ± 0.0007 and 0.1432 ± 0.0123). 

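In the CAGE-seq data, FGFR3 (chromosome 4, 1793293 to 1808872) had a log2FC of 1.31 in WK/KK and −0.47 in KA/KK (SE 2.72), with the same direction in 3 of 3 cell lines for both. Its level differed between the lines, with 125.66 CPM in RT-112 KK, 5.44 CPM in CAL-29 KK and 0.20 CPM in HT-1376 KK. In WK these rose to 144.09, 37.46 and 0.97 CPM, and in KA they were 111.96, 3.04 and 0 CPM.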

Similar concerns the STAT6: while the protein level is higher in WK than in KK, it is lower in KA than in KK; the most evident observations were noted in the CAL-29 cell line (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 0.0355 ± 0.0006, 0.6252 ± 0.0684 and 0.0388 ± 0.0019; for WK was 0.1081 ± 0.0028, 2.6025 ± 0.5481 and 0.2017 ± 0.0039; for KC was 0.0172 ± 0.0023, 0.4847 ± 0.0472 and 0.0180 ± 0.0019). The greatest difference in expression was again visible in CAL-29 regarding EFNA1 for which increased protein level was noted in KC compared to KK; the WK/KK comparison did not meet statistical significance in this cell line, yet it was met in the other two (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 0.0127 ± 0.0038, 0.0638 ± 0.0094 and 0.0063 ± 0.0009; for WK was 0.0209 ± 0.0032, 0.1223 ± 0.0267 and 0.0181 ± 0.0071; for KC was 0.0519 ± 0.0092, 0.3786 ± 0.0951 and 0.1973 ± 0.0368). However, WK and KC affected GSK3B expression in opposite directions which is prominent in all cell lines (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 2.2982 ± 0.2843, 0.7606 ± 0.0318 and 0.6696 ± 0.0284; for WK was 0.7414 ± 0.1291, 0.3938 ± 0.0148 and 0.5818 ± 0.0257; for KC was 5.9008 ± 0.5238, 1.1059 ± 0.0223 and 2.2098 ± 0.0309). In the case of PIK3CB expression, it was challenging to spot unequivocal changes yet the protein level decreased for both WK and KA; the decrease in KA compared to KK did not meet statistical significance in RT-112 (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 0.0486 ± 0.0054, 0.9752 ± 0.0900 and 0.3657 ± 0.0324; for WK was 0.0105 ± 0.0012, 0.6297 ± 0.3331 and 0.2373 ± 0.0236; for KA was 0.0305 ± 0.0094, 0.2270 ± 0.0762 and 0.1189 ± 0.0096). A similar finding, yet still consistent with CAGE-seq data, was noted for SOS1 for which observations from the RT-112 cell line were the most valuable (respectively for RT-112, HT-1376 and CAL-29, the mean expression for KK was 2.0025 ± 0.2403, 0.8510 ± 0.2147 and 1.0034 ± 0.1254; for WK was 1.1669 ± 0.2483, 0.4542 ± 0.0575 and 0.8538 ± 0.0808; for KA was 0.5314 ± 0.0858, 0.6060 ± 0.0317 and 0.5288 ± 0.0356). On the other hand, it was impossible to detect bands that correspond to KIF7.

### 3.5. Definitive Network Was of High Interconnectivity and Phenotypes Were Explained by Dimensional Grouping

The genes from differential expression analysis were filtered to retain only those that are involved in the regulation of the processes summarized in Figure 5. Based on the fold-change, the top 50 genes from each comparison (WK/KK, KA/KK, KC/KK, WA/KK, WC/KK) that are related to each biological process were visualized in the form of a protein–protein interaction network. This resulted in five networks (one per comparison), each containing top genes for 13 processes (Figure S3). At first glance, there are genes related to only one specific process but also representatives of a mixed group whose role is not limited to a single phenomenon; they often allowed protein–protein interactions to be linked between processes. A small group of proteins that did not interact with others (so-called “singletons”) is also present; however, each network still demonstrated high interconnectivity.

Ultimately, the above networks were collated to form a single network containing data for all comparisons and processes. For this purpose, only the top 3 most upregulated and the top 3 most downregulated genes for each biological process within each comparison were included. 

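The 173 gene names of the definitive network were read from Figure 7, and all were past the filter. Genes drawn under KC/KK alone numbered 35, of which 34 had a log2FC beyond 1 in size, and for 33 the change was largest in the library labelled CAL-29 KC. Without the CAL-29 cell line, 6 of the 35 were beyond 1. Of the 21 genes under WK/KK alone, 17 were beyond 1 and 8 were so without CAL-29, and of the 23 under KA/KK these numbers were 5 and 3. Under WA/KK, 11 of 20 genes were beyond 1 with and without CAL-29, and under WC/KK 7 of 7 genes with it and 2 without. The choice by biological process was not repeated, since the gene sets were not used here.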

The content of the definitive graph with emphasis on processes (Figure 7A) or comparisons (Figure 7B) indicated that except *UGT1A10*, all genes comprised one network, proving that this set of the most up- or downregulated genes could influence all aforementioned processes as a whole. The entire set was input to PCA analysis to verify whether various expression of these genes among cellular variants could explain phenotypes. On the one hand, the differences were observed between variants with and without WWOX overexpression; on the other, variants with AP-2γ overexpression were distinct from the others (Figure 7C).

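Principal component analysis was repeated on the variant means of the 173 genes, scaled per gene. PC1 held 45.3% and PC2 33.2% of the variance, against medians of 38.4% (33.1% to 44.3%) and 30.3% (24.8% to 34.8%) in 1000 random gene sets matched on mean expression. The paper took these genes from the largest changes between the same variants, so a larger share than in random sets follows from that choice and carries no test. The PC1 score was 2.06 for KK, 1.75 for KA and 17.50 for KC, and −8.76 for WK, −5.51 for WA and −7.03 for WC, so that variants with and without WWOX overexpression fell on opposite sides. On PC2, KK scored 15.21, KA 1.68, WA −0.12, WK −2.35, KC −6.40 and WC −8.02. Without the CAL-29 cell line, PC1 held 48.3% and PC2 22.0%, and KC scored 4.21 on PC1, between KA (7.95) and the variants with WWOX overexpression (−10.99 to −6.47). On that PC2, KC scored −9.54, KA −2.28 and WC −2.79. Without HT-1376, PC1 held 49.6% and set KC (−20.42) apart from the other variants (1.76 to 5.99), and those with and without WWOX overexpression were not separated on it. Without RT-112, KK, KA and KC scored 3.08, 1.59 and 17.41 on PC1, against −8.21 to −5.93 for the variants with WWOX overexpression.

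**Figure D3:**
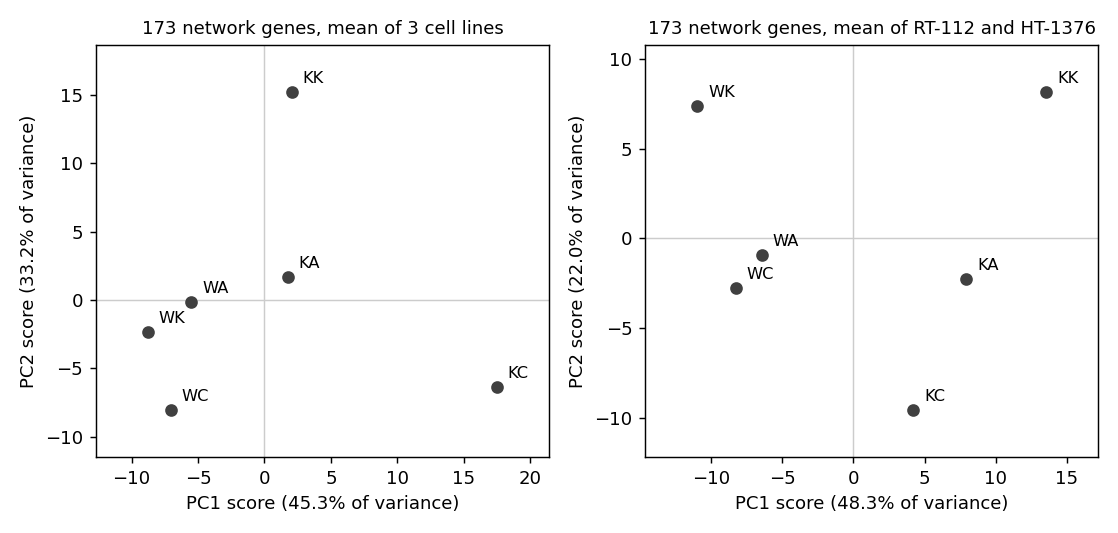
PC1 and PC2 scores of the 6 variants over 173 network genes, as the mean of 3 cell lines (left) and of RT-112 and HT-1376 (right), with 1 point per variant. KC stands apart on PC1 (17.50) with 3 cell lines and lies beside KA on PC1 without CAL-29.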

## 4. Discussion

HTS has revolutionized cancer research [16] but for conclusive evidence it is preferred to use the biological replicates in order to limit the impact of tumor heterogeneity [17,18]. The diverse signaling is an example of what underlies the heterogeneity [2,3]; thus, the aim of this research was to use three BLCA cell lines as biological replicates in an attempt to investigate the influence of WWOX, AP-2α and AP-2γ on the signal transduction in this tumor. Investigating the molecular pathways could clarify the otherness of phenotypes as well as contribute to cancer treatment [3].

To determine the role of WWOX in cellular pathways activated by AP-2α/γ, the inversely regulated AP-2 targets were first identified. The results indicated that some genes could be similarly dependent on WWOX and AP-2 factor while others could be regulated to a greater degree by one or the other. These findings, particularly the inverse regulation by WWOX and AP-2 TFs, have not been noted in previous studies; however, *PRKCA* repression by AP-2γ [19] or *FBLN2* downregulation by AP-2α [20] have been noted. Moreover, *BMP4* was found to be positively correlated with WWOX [21], which is in line with *BMP4* upregulation in the WWOX-overexpressing variant in the present study.

The identification of AP-2 targets and their functional annotation provided an insight into the signaling pathways in which they are involved. The data on the role of WWOX, AP-2α and AP-2γ in the regulation of MAPK [22,23,24], Wnt [25,26,27], Ras [28,29,30] and PI3K-Akt [31,32,33] signaling are available; however, no influence on Rap1 signaling was found in the literature, suggesting that these could be novel observations. Aside from signal transduction, WWOX and two AP-2 factors are implicated in adhesion [34,35,36], migration [24,37,38], axon guidance (indirectly) [39,40,41] and regulation of extracellular matrix [42,43,44] or miRNA [45,46]. Afterwards, these pathways/processes were visualized as KEGG graphs to present differences and similarities between ‘alpha’ and ‘gamma’ comparisons. Apart from evident examples such as *THBS1* (TSP1) in Rac1 signaling, which is responsible for angiogenesis inhibition [47] and was found to be upregulated by WWOX and AP-2α but downregulated by AP-2γ, the analysis of the other ones was not that convenient. This is due to the number of graphs or to the fact that KEGG charts collect expression data from gene groups into one object (the single rectangle is not always a single gene). Therefore, we set ourselves the goal of drawing a collective signal transduction graph that would explain the differences in expression of specific genes and show the further consequences regarding biological processes. In the two subsequent paragraphs, these genes are discussed in sequence.

Beginning with signal transduction via *HTR7*, the downstream changes in *CALML3* and *THBS1* affect angiogenesis and apoptosis while the alterations in *PLCE1*, *NFATC1* and *SERINC5* influence invasion or proliferation. 

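CALML3 (chromosome 10, 5524961 to 5526771) changed by 2.02 in WK/KK and −1.80 in KC/KK (SE 2.56). The increase in WK came from HT-1376 (0.33 to 34.41 CPM) and RT-112 (3.55 to 7.57 CPM), while CAL-29 went from 241.21 to 193.76 CPM. In KC/KK the log2FC was −1.64 in RT-112, 2.68 in HT-1376 and −6.45 in the library labelled CAL-29, with a mean of 0.52 without CAL-29.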

*CALML3* was found to be downregulated during tumor progression [48] which would explain its increased level during WWOX overexpression but decreased level during AP-2γ overexpression. Data from other reports also indicate that high *CALML3* decreases proliferation [49,50]. As mentioned previously, *THBS1* is an anti-angiogenic molecule [47] but its function is also manifested through pro-apoptotic signals [51]. 

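THBS1 (chromosome 15, 39581079 to 39599466) rose from KK to WK in RT-112 (18.78 to 63.06 CPM) and HT-1376 (0.39 to 13.88 CPM) and fell in CAL-29 (71.81 to 30.77 CPM). In KA the values were 30.41, 6.81 and 36.22 CPM, and in KC they were 44.89 and 3.90 CPM in RT-112 and HT-1376 and 0.66 CPM in the library labelled CAL-29. The SE of each log2FC was 1.51 and, in KC/KK THBS1 was higher than in KK in 2 of 3 cell lines.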

*THBS1* increase may inhibit angiogenesis and stimulate apoptosis during WWOX or AP-2α overexpression, contrary to AP-2γ which downregulates this gene. 

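PLCE1 (chromosome 10, 93993931 to 94332823) changed by 0.45 in WK/KK and −0.75 in KC/KK (SE 1.46). Its increase in WK was from 6.95 to 16.69 CPM in CAL-29 and from 1.83 to 2.07 CPM in RT-112, and it was listed at 0 CPM in both HT-1376 libraries. In KC it was higher than in KK in RT-112 (3.63 CPM) and HT-1376 (0.21 CPM) and at 0.12 CPM in the library labelled CAL-29, so that the mean log2FC was 0.67 without CAL-29.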

A similar finding applies to *PLCE1* which prevents the tumor invasion [52]; it is increased during WWOX overexpression but not when AP-2γ is at a high level. Through Ca^2+^-dependent signaling, *PLCE1* affects *NFATC1* which further regulates *SERINC5*. The latter is best known for its ability to inhibit viral infections [53]; however, Bossolasco et al. indicated that *SERINC5* is responsible for transition of cells from a proliferative to a postmitotic state [54]. During such events, the downregulation of genes involved in the mitogenic response is observed [55]. This suggests that *SERINC5* can inhibit proliferation when highly expressed, which would occur during WWOX overexpression. 

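SERINC5 changed by 0.50 in WK/KK, −0.51 in KA/KK and −0.73 in KC/KK (SE 0.84), in the same direction in 3 of 3 cell lines in each comparison. The decrease was larger in KC than in KA in HT-1376 (−0.44 against −0.08) and in the library labelled CAL-29 (−1.65 against −0.98). In RT-112 it was smaller (−0.09 against −0.48). Without CAL-29 the means were −0.28 in KA/KK and −0.27 in KC/KK.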

Intriguingly, it is downregulated by both AP-2 factors, though more by AP-2γ. The next signaling begins with *SMO* and regulates migration via *KIF7* or clonogenicity via *BMP4*. The high *KIF7* inhibits migration [56] which is probably a case in variants with WWOX or AP-2α overexpression, unlike in AP-2γ where expression of this gene is decreased. Likewise, the high *BMP4* limits tumor clonogenicity [57] and the influence of WWOX and AP-2 factors on *BMP4* expression is similar to that of *KIF7*. 

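WNT11 changed by 0.15 in WK/KK, 0.24 in KA/KK and −0.22 in KC/KK (SE 2.61), and WNT16 by 0.02, 0.32 and −0.68 (SE 1.29). The signs in WK/KK were not stable, since quantile normalization gave −0.02 for WNT11 and −0.02 for WNT16, and CAL-29 gave −0.35 and −1.61. In KC/KK without CAL-29 the log2FC was 0.39 for WNT11 and 0.29 for WNT16.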

*BMP4* also transduces a signal to *WNT11* or *WNT16*, both of which were found to be elevated during WWOX or AP-2α overexpression or reduced in the variant overexpressing AP-2γ. The reduction in *WNT11* is associated with bladder tissue fibrosis [58], and this phenomenon may elicit the initiation of BLCA [59]. Regarding *WNT16*, the improved patient’s prognosis was observed when this gene was highly expressed [60]. Another signaling which influenced apoptosis and proliferation was through *HSP90B1* and *HSP90AB1*. 

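HSP90B1 changed by −1.63 in WK/KK and −0.55 in KA/KK (SE 1.38), and by −0.10 in KC/KK. In CAL-29 it was at 2740.30 CPM in KK and 198.45 CPM in WK, while KK and WK held 55.63 and 44.60 CPM in RT-112 and 163.43 and 95.02 CPM in HT-1376. For KA/KK, its log2FC was 0.43 in RT-112, 0.42 in HT-1376 and −2.51 in CAL-29. HSP90B1 in KC/KK was 0.88 without CAL-29.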

The former was decreased during WWOX or AP-2α overexpression but was not regulated by AP-2γ; it appears that downregulation of *HSP90B1* by WWOX/AP-2α would induce apoptosis of cancer cells [61]. The other chaperone, *HSP90AB1*, was mainly decreased by WWOX but increased by AP-2γ. 

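The log2FC of HSP90AB1 was −0.47 in WK/KK and 0.24 in KC/KK (SE 0.67). HT-1376 carried the decrease in WK (−1.63), against −0.15 in CAL-29 and 0.37 in RT-112. In KC/KK it was 0.63 in RT-112, 0.30 in HT-1376 and −0.22 in the library labelled CAL-29.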

Literature data indicate that it is overexpressed during carcinogenesis and presumably potentiates the proliferation [62]. Two glutathione S-transferases were also noticed, namely the *GSTM1* and *GSTP1*. Although neither of the two were evidently regulated only by WWOX, both AP-2 factors were involved in the changes in their expression. The downregulation of *GSTM1* is thought to be a biomarker of bladder carcinogenesis [63] and our data indicate that while both AP-2 factors decrease its expression, AP-2γ does so to a greater extent. However, while the downregulation of *GTSP1* is also not beneficial (it leads to cancer progression [64]), its expression is only reduced by AP-2γ and not AP-2α.

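GSTM1 (chromosome 1, 109687814 to 109709039) was expressed in CAL-29 only, with 43.61 CPM in KK, 68.51 CPM in WK and 32.96 CPM in KA, and with at most 0.07 CPM in any library of the other lines. The library labelled CAL-29 KC held 0 CPM, and the KC libraries had at most 1 read of GSTM1, so no fold-change is given. GSTP1 changed by 0.08 in WK/KK, −0.12 in KA/KK and −0.91 in KC/KK (SE 0.84). In KC/KK its log2FC was −0.22 in RT-112, 0.42 in HT-1376 and −2.91 in the library labelled CAL-29, and 0.10 without CAL-29.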

The changes in signaling that begin with *IL1A* and *IL1R* interaction had an impact on metastasis and viability or migration via *TCF7L1* or *CRTAC1*. Based on the literature, the role of *TCF7L1* is equivocal but some research indicate that it acts as a tumor suppressor [65] and inhibits metastasis [66]. Thus, it was decided to search for an appropriate target of this transcription factor to certify its anti-cancer characteristics specifically in BLCA. It turned out that *CRTAC1* is of interest for bladder cancer since it inhibits many pro-tumorigenic processes including cell viability and migration [67]. To recapitulate, the decrease in both *IL1A* and *MAP3K7* (during AP-2α overexpression) or only *MAP3K7* (during WWOX overexpression) can further lead to an increase in *TCF7L1*, which affects metastasis and *CRTAC1* expression. However, *CRTAC1* might also be regulated by other mechanisms since both AP-2α and AP-2γ downregulate its expression (the latter to a greater extent). On the other hand, no decrease in *IL1A* or *MAP3K7* is observed during AP-2γ overexpression, but *TCF7L1* and *CRTAC1* are greatly downregulated, promoting the aforementioned processes. 

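IL1A changed by −0.69 in KA/KK (SE 1.26), with −0.27 in RT-112, 0.16 in HT-1376 and −1.96 in CAL-29. MAP3K7 (chromosome 6, 90513573 to 90587086) was lower in WK than in KK in 3 of 3 cell lines, with a log2FC of −0.59 (SE 0.90). In KA/KK it changed by −0.32, which came from CAL-29 (45.63 to 13.49 CPM), and by 0.38 without that line. TCF7L1 (chromosome 2, 85133392 to 85310387) changed by 0.44 in WK/KK and 0.48 in KA/KK (SE 1.60), with the same direction in 3 of 3 cell lines in KA/KK, and with −0.33 in CAL-29 in WK/KK. In HT-1376 the KA/KK direction (0.29) rests on fewer than 3 reads.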

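In KC/KK, IL1A changed by 0.68, MAP3K7 by −0.29, TCF7L1 by −1.00 and CRTAC1 by −1.84 (SE 1.31). IL1A rose in HT-1376 alone (2.64, against −0.36 in RT-112 and −0.24 in the library labelled CAL-29). TCF7L1 was at 1.33 CPM in KK and 3.79 CPM in KC of RT-112, at 0 CPM in both HT-1376 libraries, and at 8.97 CPM in CAL-29 KK and 0 CPM in the library labelled CAL-29 KC. CRTAC1 had 2.05 and 0.69 CPM in KK and KC of RT-112, at most 0.07 CPM in HT-1376, and 11.72 CPM in CAL-29 KK and 0 CPM in the library labelled CAL-29 KC. The mean log2FC without CAL-29 was 0.30 for MAP3K7, 0.61 for TCF7L1 and −0.46 for CRTAC1. For KA/KK the log2FC of CRTAC1 was −0.55, with 0.16 in HT-1376.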

The other signal was transduced via *TGFB1* and *TGFBR2* to *MAP3K5*; all three genes were upregulated by WWOX overexpression, similar to AP-2α which increased the first two. However, high AP-2γ decreased *TGFBR2* and *MAP3K5*; the reduction in these two genes potentiates proliferation, migration and invasion [68,69,70]. Moving forward, *RAC1* was the downstream effector of *VAV3* which was activated by interaction of *EFNA1* and *EPHA1*. 

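VAV3 changed by −0.53 in WK/KK, −0.70 in KA/KK and 0.04 in KC/KK (SE 0.95). HT-1376 carried its decrease in WK (−1.34) and CAL-29 its decrease in KA (−1.79). RAC1 changed by −0.13, −0.08 and −0.14 in these comparisons (SE 0.56), and EPHA1 by 0.08, −0.01 and 0.00 (SE 0.67).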

Although no evident changes between variants were noticed in *RAC1* or *EPHA1*, the *VAV3* gene was downregulated during WWOX or AP-2α, but not during AP-2γ overexpression; this suggests that no reduction in migration occurs with the latter. However, *EFNA1* is increased when AP-2γ is highly expressed, which could be associated with resistance to cancer treatment [71]. This is intriguing since WWOX also moderately increased *EFNA1* expression but because *VAV3* is both decreased and downstream of the signaling, it is possible that it does not manifest as in AP-2γ overexpression. 

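EFNA1 (chromosome 1, 155127876 to 155134899) had 46.21 ± 34.30 CPM in KK, 95.40 ± 57.78 CPM in KC and 58.43 ± 30.08 CPM in WK (SD, n = 3). Its log2FC was 0.99 in KC/KK and 0.42 in WK/KK (SE 0.73), and it was higher than KK in 3 of 3 cell lines in both. The KC/KK change was 0.19 in RT-112, 0.53 in HT-1376 and 2.25 in the library labelled CAL-29, and 0.36 without CAL-29.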

Another signaling which started with interaction of *EFNB2* and *EPHB2* or *EPHB6* ended with *MAPK1*, *MAPK3* or *ELK1*. 

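The log2FC of EPHB2 was 1.25 in WK/KK, 0.37 in KA/KK and −0.77 in KC/KK (SE 1.90), and that of EPHB6 was 1.12 in WK/KK (SE 1.72). In WK/KK both rose most in HT-1376 (4.48 and 3.20) and changed by −0.99 and −0.23 in CAL-29. In KC/KK, EPHB2 changed by 0.04 in RT-112, 3.31 in HT-1376 and −5.65 in the library labelled CAL-29, and by 1.68 without CAL-29.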

Here, the expression of *EFNB2*, *EPHB2* or *EPHB6* was increased by WWOX, similar to AP-2α (which elevated *EPHB2*) but contrary to *AP*-2γ (which mainly decreased *EFNB2* and *EPHB2*). *EFNB2* is responsible for inhibition of the invasion [72] while receptors *EPHB2* and *EPHB6* are thought to be downregulated during successive steps of carcinogenesis [73,74]. No prominent differences in *MAPK1* and *MAPK3* expression were observed between ‘alpha’ and ‘gamma’ comparisons, suggesting that upstream changes are more of interest; for example, *MRAS* can increase proliferation [75] and was elevated by AP-2γ but was not regulated by WWOX or AP-2α. This complements the data on *ELK1* which is thought to potentiate mitogenic gene expression [76] and was also increased only by AP-2γ. 

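MRAS changed by 0.77 in KC/KK (SE 1.89), by −0.38 in WK/KK and by −0.10 in KA/KK. The increase came from the library labelled CAL-29 KC (2.81), and the mean without CAL-29 was −0.25. ELK1 changed by 0.19 in KC/KK (SE 0.33), by 0.13 in WK/KK and by −0.07 in KA/KK, and its KC/KK change was 0.07 in RT-112, 0.01 in HT-1376 and 0.48 in the library labelled CAL-29. For MAPK3 the log2FC was 0.47 in WK/KK, 0.26 in KA/KK and 0.51 in KC/KK.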

Two claudins, *CLDN1* and *CLDN23*, were also indirectly connected with the above signaling. The WWOX overexpression did not affect their level but contrasting results were observed between AP-2α and AP-2γ regarding *CLDN1* expression. Literature data indicate that high *CLDN1* increases invasion and EMT [77,78]; this gene is upregulated by AP-2γ but downregulated by AP-2α. Moreover, the latter reduced the expression of *CLDN23*, whose downregulation is thought to be a frequent event in carcinogenesis (at least in gastric cancer) [79]. 

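CLDN1 changed by −0.08 in WK/KK, −0.70 in KA/KK and 0.26 in KC/KK. In KA it was lower than in KK in 3 of 3 cell lines. In KC/KK it changed by −0.47 in RT-112, 0.51 in HT-1376 and 0.74 in the library labelled CAL-29, with 0.02 without CAL-29. CLDN23 changed by −0.12 in WK/KK and −0.09 in KA/KK (SE 0.56), and the latter was −0.62 in RT-112, 0.81 in HT-1376 and −0.46 in CAL-29.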

*MRAS* was also downstream of the signal transduced by *INSR* and *EGFR* and subsequently *SHC1*/2 and *SOS1*/2. The finding of increased *SHC1*/2 during AP-2γ overexpression could be a reason for elevated *MRAS*. On the other hand, the lack of *MRAS* upregulation during WWOX or AP-2α overexpression could result from the downregulation of *SOS1* or *SOS2*. 

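SHC1 changed by 0.38 in KC/KK (SE 0.56), from −0.26 in RT-112 to 1.31 in the library labelled CAL-29, and by −0.08 without CAL-29, while SHC2 was below the filter. SOS1 was lower than in KK in 3 of 3 cell lines in WK (−0.52) and in KA (−0.72, SE 0.72), with −1.79 in KA of CAL-29. SOS2 changed by −0.20 in WK/KK and −0.49 in KA/KK (SE 0.90).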

The last signaling was transduced by integrins; collectively, they were either decreased or not regulated by WWOX or AP-2α, contrary to AP-2γ which either increased or did not regulate the genes from this group. 

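In KC/KK the log2FC was 1.38 for ITGA1 (SE 2.09), −0.10 for ITGA2, 0.32 for ITGA3, 0.08 for ITGA6 and 0.32 for ITGB1. ITGA1 and ITGA3 rose in 3 of 3 cell lines, and ITGA1 had at most 0.27 CPM in KK and KC of RT-112. In HT-1376 ITGA2 changed by 1.44, ITGA6 by 0.66 and ITGB1 by 1.81, and in the library labelled CAL-29 they changed by −1.36, −0.45 and −1.23. For WK/KK the values were −0.75 for ITGA1, −0.44 for ITGA2, −0.05 for ITGA3, and −0.31 for both ITGA6 and ITGB1. In KA/KK they were −0.35, −0.45, 0.05, −0.66 and −0.46.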

Increased *ITGB1* results in potentiated proliferation, migration, invasion or decreased apoptosis [80], similar to elevated *ITGA1* which leads to proliferation or invasion [81]. The remaining integrins of interest, during their overexpression, are responsible for inhibition of both apoptosis and response to therapy (*ITGA2*) [82], increase in proliferation (*ITGA3*) [83] or invasion and metastasis intensification (*ITGA6*) [84]. Furthermore, *PIK3CB* and *PIK3R3* are both downregulated during AP-2α overexpression but not during high AP-2γ; these two genes induce metastasis and EMT, respectively [85,86]. The increase in *PIK3R3* during WWOX overexpression is questionable but still the genes that are downstream in signaling are downregulated, i.e., *VAV3* (discussed above) and *AKT3*. 

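PIK3CB changed by −0.70 in WK/KK and −0.54 in KA/KK (SE 0.66), in the same direction in 3 of 3 cell lines in both. In CAL-29 the WK/KK change was −0.18 without TMM scaling, so its sign there may depend on scaling. PIK3R3 changed by 0.48 in WK/KK, in the same direction in 3 of 3 cell lines, and by −0.46 in KA/KK (SE 1.22), where the mean without CAL-29 was 0.02.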

Regarding the latter gene, it was found to be downregulated by WWOX but upregulated by AP-2α and even more by AP-2γ; high *AKT3* triggers proliferation but reduces apoptosis [87,88]. 

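NOS3 changed by 0.46 in WK/KK, 0.71 in KA/KK and 1.18 in KC/KK (SE 1.25). In WK/KK it was lower in RT-112 (−0.15) and CAL-29 (−0.83) and higher in HT-1376 (2.36), and the mean was −0.54 with limma-voom on the recovered reads. Its levels were low, with 0.11, 0.20 and 0.39 CPM in KK of RT-112, HT-1376 and CAL-29.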

*AKT3* directly acts on *NOS3* which regulates angiogenesis [71] which is probably reduced by WWOX, marginally increased by AP-2α, and notably elevated by AP-2γ. A similar observation applies to *CREB3L4*, the transcription factor regulating *KNSTRN* which regulates metastasis and chemoresistance [89] or *PCNA* which regulates proliferation [90]. WWOX downregulated *CREB3L4* and *KNSTRN* while AP-2α only marginally increased *PCNA*. With AP-2γ overexpression, *CREB3L4* and *PCNA* were upregulated. The *PCNA* gene is also influenced by *PRDX1*, which promotes proliferation but inhibits apoptosis when overexpressed [91]; *PRDX1* is elevated by AP-2γ but decreased by WWOX. 

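CREB3L4 changed by −0.51 in WK/KK and 0.29 in KC/KK (SE 0.43), and the latter was −0.09 without CAL-29. KNSTRN changed by −0.48 in WK/KK (SE 0.43), with 0.32 in RT-112. The log2FC of PCNA was 0.27 in KA/KK and 0.51 in KC/KK (SE 0.70), and the KC/KK value was 0.05 without CAL-29. PRDX1 was lower in WK than in KK in 3 of 3 cell lines (−0.39, SE 0.96). In KC/KK it changed by 0.58, with 0.61 in RT-112, −0.82 in HT-1376 and 1.94 in the library labelled CAL-29.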

The last two genes, *GSK3B* and *CTNNB1*, were downregulated by WWOX but upregulated by AP-2γ (no difference in expression was seen during AP-2α overexpression). 

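GSK3B (chromosome 3, 119821321 to 120094994) was lower in WK than in KK in 3 of 3 cell lines, with a mean log2FC of −0.64, and higher in KC in 3 of 3, with 0.26 (SE 0.92). In KA/KK it changed by −0.27, from −1.26 in CAL-29 to 0.61 in HT-1376. CTNNB1 changed by −0.60 in WK/KK, 0.06 in KA/KK and 0.69 in KC/KK (SE 0.93). Its KC/KK value was positive in 3 of 3 cell lines and 0.63 without CAL-29, and its WK/KK value was 0.61 in RT-112.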

Along with *AKT3*, they repress one another but seem to also be regulated by other mechanisms since high *AKT3* level during AP-2γ did not inhibit *GSK3B*, similar to *CTNNB1*. Nevertheless, the last two increase proliferation when overexpressed [92,93] which certifies the above data on WWOX or AP-2γ.

Overall, the signal transduction findings indicate that WWOX and AP-2α regulate processes in a similar manner, but different from AP-2γ. 

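Directions of change in expression that the text states for named genes were collected before the values were examined, and 95 of them concern genes past the filter. The mean log2FC had the stated sign in 94 of 95, with NOS3 in WK/KK, read as lowered by WWOX, as the exception, and in 31 of 95 the sign was the stated one in each of the 3 cell lines. In WK/KK these numbers were 33 and 16 of 34 statements, in KA/KK 28 and 8 of 28, and in KC/KK 31 and 7 of 31. A cell line was counted by its sign alone, also where the gene had few reads. With limma-voom on the recovered reads, the mean had the stated sign in 95 of 95. With the variant labels permuted within each cell line, the mean had the stated sign in a median of 46 statements and at most 85, and the real labels were the only 1 of 100 draws to reach 94. The paper chose these genes on the same libraries, so the counts are not independent evidence. The draws also treat the library labelled CAL-29 KC as like the others of its label. None of the 95 had an adjusted p under 0.05 over all genes tested, and none when adjusted over the list alone (limma, smallest adjusted p 0.938), which the paper drew from these libraries as well. At an unadjusted p under 0.05 there was 1 (MMP9 in WC/KK). With the cell line as a block there were 6, and the smallest adjusted p over the list alone was 0.412 (limma). For KC/KK the stated sign held in 30 of 31 statements in the library labelled CAL-29, in 17 in RT-112 and in 13 in HT-1376, and the change was largest in that library for 28. Without CAL-29, 13 of the 31 statements on KC/KK held, against 33 of 34 on WK/KK and 22 of 28 on KA/KK. Of its signal transduction findings as a whole, the paper states that WWOX and AP-2α regulate processes similarly and AP-2γ differently.

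**Figure D4:**
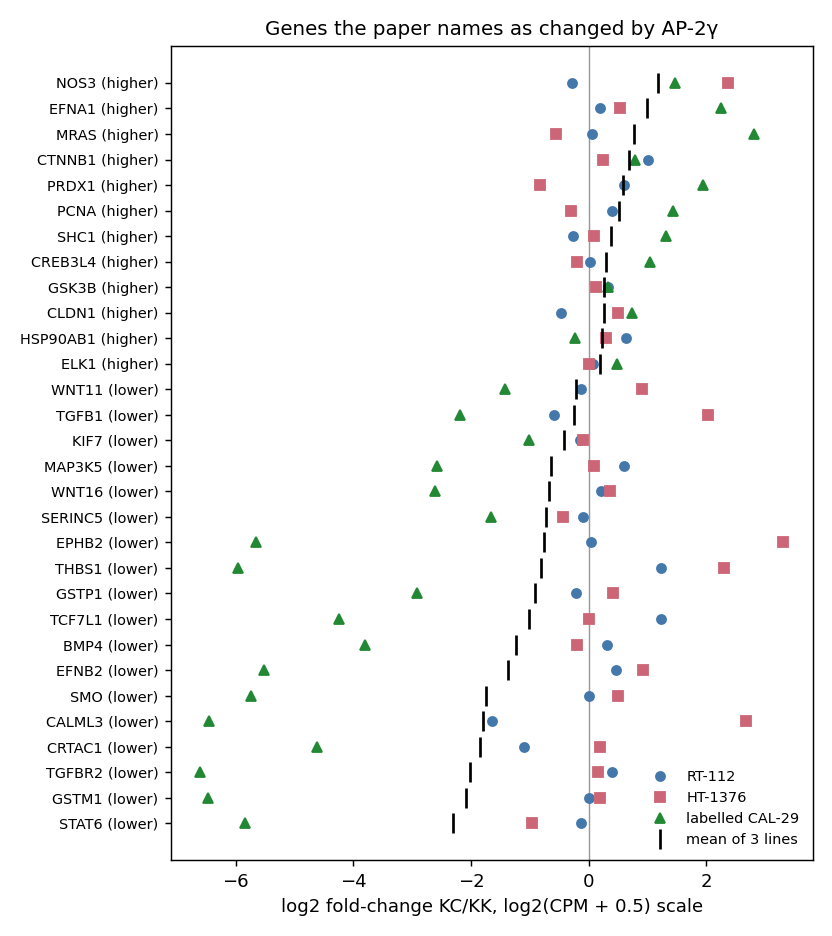
Log2FC of KC/KK on the log2(CPM + 0.5) scale for 30 of the genes that the text names as changed by AP-2γ, with 1 point per cell line, the mean of 3 lines as a bar, and the stated direction after each name. Most points of the library labelled CAL-29 lie farthest from 0 (27 of 30), and the other lines lie on either side of 0.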

Phenotypically, this has been noticed previously [6,7]. Based on the data from the above paragraphs, we aimed to choose the most relevant signaling that could evidently illustrate similarities and differences, taking into account the impact on related processes. It turned out that there were evident changes in migration, as well as metastasis and invasion (Figure 8). Compared to control variant, WWOX overexpression inhibited the aforementioned processes while completely opposite observations were noticed for AP-2γ. In terms of AP-2α, the metastasis inhibition was mainly due to *TCF7L1* (similar to WWOX); migration could also be moderately decreased via *TGFBR2* overexpression but no changes were identified for *MAP3K5*. Moreover, the influence of AP-2α on invasion is not evident as the expression of a direct effector, *PLCE1*, is not modulated (and the increase in only *HTR7* might not be sufficient). Nevertheless, the resemblance of WWOX and AP-2α is visible. 

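HTR7 (chromosome 10, 90740823 to 90858039) was lowly expressed, with 0.44 CPM in RT-112 KK, 1.23 CPM in CAL-29 KK and 0 CPM in HT-1376 KK. Its log2FC was 0.50 in KA/KK (SE 0.94), with −0.20 in RT-112, 0.55 in HT-1376 and 1.14 in CAL-29. PLCE1 changed by −0.30 in KA/KK, with 0.90 in RT-112, 0.75 in HT-1376 and −2.55 in CAL-29.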

From another perspective, one could also analyze these three processes as the essence of EMT [94,95]. Literature data indicate that WWOX is responsible for EMT inhibition [96] while AP-2γ may enhance this process [24]. As for AP-2α, it most probably stimulates the mesenchymal-to-epithelial transition (MET) [97]. Our phenotypic observations have suggested this previously [7], but these findings complement them by explaining the molecular background.

*FGFR3*, *STAT6*, *EFNA1*, *GSK3B*, *PIK3CB*, *SOS1* and *KIF7* were chosen as representatives for validation of CAGE-seq at the protein level using Western blot. 

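In the CAGE-seq data, STAT6 (chromosome 12, 57095408 to 57132139) was higher in WK than in KK in 3 of 3 cell lines (log2FC 0.97) and lower in KC in 3 of 3 (−2.31, SE 1.58). Its KC/KK change was −0.12 in RT-112, −0.96 in HT-1376 and −5.84 in the library labelled CAL-29, with a mean of −0.54 without CAL-29. STAT6 rose from 65.10 to 67.91 CPM in WK of RT-112, from 4.34 to 13.30 CPM in HT-1376 and from 65.87 to 168.84 CPM in CAL-29. In WK, PIK3CB changed by −0.29 in RT-112, −1.62 in HT-1376 and −0.18 in CAL-29, and in KA by −0.14, −0.07 and −1.43. GSK3B in KC rose from 7.73 to 9.83 CPM in RT-112 and from 34.20 to 37.44 CPM in HT-1376, and it was at 52.10 CPM in the library labelled CAL-29 KC against 41.20 CPM in CAL-29 KK.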

Except for *KIF7*, for which no bands were detected, the remaining representatives certified the sequencing data in the investigated cell lines. While most of these proteins are components of pathways that are regulated by WWOX or AP-2α/γ (e.g., FGF [98,99], PI3K [31,32,33] and JAK/STAT [21,100] signaling), only regulation of *GSK3B* could be individually confirmed by literature data. Similar to observations from the current study, WWOX was found to repress GSK3B activity; such outcome results from direct binding of WWOX to GSK3B [101,102].

The last part of the analysis concerned the identification of the genes which are implicated in the aforementioned biological processes. Initially, one network per comparison (WK/KK, KA/KK, KC/KK, WA/KK, WC/KK) was constructed. Following this, a definitive network was created using the top 3 most upregulated and the top 3 most downregulated genes for each biological process within each comparison. This resulted in a group of 173 genes that was of high interconnectivity, except for *UGT1A10* which was a singleton. Thus, the network which consisted of the most up- or downregulated genes could influence all the aforementioned biological processes. To complement these results with observations from previous research, example genes were used to justify the phenotypic differences between variants. For instance, high *CXCL10* is implicated in proliferation impairment [103] and the expression of this gene in the current study was increased in WK, which was the variant with decreased proliferation [7]. 

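CXCL10 (chromosome 4, 76021118 to 76023497) had a log2FC of 1.06 in WK/KK (SE 1.11), positive in 3 of 3 cell lines. It rose from 0.46 to 3.96 CPM in HT-1376 and from 0 to 0.39 CPM in CAL-29, and in RT-112 it was at 0.06 and 0.11 CPM.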

The next example is *MECOM* which is responsible for maintaining cell viability [104]; the downregulation of this gene by high AP-2α could therefore limit viability, as previously evidenced in the KA variant [6,7]. 

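MECOM (chromosome 3, 169083499 to 169663775) changed by −0.99 in KA/KK (SE 1.57). The decrease was found in CAL-29, from 58.36 to 5.81 CPM, and in RT-112, from 6.48 to 5.58 CPM, while HT-1376 held 0.07 CPM in KK and 0.28 CPM in KA. Its mean log2FC was 0.13 without CAL-29.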

*GSK3B*, being increased by AP-2γ, can escalate clonogenicity [105] and the previous studies have noted that the KC variant has more colonies [6,7]. 

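PEG10 (chromosome 7, 94656325 to 94669695) had a log2FC of −0.46 in WA/KK (SE 1.70), and 0.09 without CAL-29. Its CPM in KK and WA were 6.09 and 4.02 in RT-112, 17.10 and 28.37 in HT-1376, and 1.12 and 0.05 in CAL-29.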

The downregulation of *PEG10* in the WA variant is probably to restore apoptosis since this gene is implicated in cell death inhibition [106]; one could see increased apoptosis in the WA variant [6]. 

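MMP9 (chromosome 20, 46008908 to 46016561) had a log2FC of 4.08 in WC/KK (SE 1.84), the only change among those stated in the text with an unadjusted p under 0.05 in the fit without a block, against 6 with the cell line as a block. It rose from 0.07 to 51.93 CPM in HT-1376 and from 0.56 to 54.71 CPM in CAL-29, and it was at 0.06 CPM in both RT-112 libraries.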

The last example, *MMP9*, enhances invasion [107] and was found to be upregulated in the WC variant, as in a previous study determined by gelatin zymography [7]. PCA using the genes from the definitive network indicated that cellular variants differ in the expression of these genes. This is in line with conclusions from previous research [7] where the net effect observed in WA is a combination of that of WK and KA. Likewise, KC and WC were distinct phenotypes when compared to their non-AP-2γ-overexpressing equivalents.

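Over the 173 network genes, the root-mean-square (RMS) log2 difference between KC and KK was 1.23 in RT-112, 1.68 in HT-1376 and, in the library labelled CAL-29, 3.99. That between KA and KK was 1.04, 1.22 and 1.85, and that between KC and KA was 0.62, 1.01 and 3.56. WC differed from WK by 1.02 in RT-112, 0.85 in HT-1376 and 1.99 in CAL-29, and from WA by 0.44, 1.02 and 1.65 in these lines, where the library labelled RT-112 WA had raised TFAP2C (179.87 CPM). WA differed from WK by 0.91, 0.84 and 1.57, and from KA by 0.73, 1.92 and 1.07 in RT-112, HT-1376 and CAL-29.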

## 5. Conclusions

To conclude, the current study complements the up-to-date findings on WWOX and AP-2α/γ in BLCA and indicates genes that are worth investigating with regard to the broad spectrum of included biological processes. Evident differences in signal transduction were noted for migration, metastasis and invasion via TGFBR2/MAP3K5, MAP3K7/TCF7L1 and HTR7/PLCE1 signaling, respectively. Thus, previous phenotypic observations that supposedly WWOX is an EMT inhibitor, AP-2γ an EMT enhancer while AP-2α an MET inducer, were found to be explainable at the molecular level in bladder cancer. 

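Of the 6 genes of these 3 signaling routes, TGFBR2, HTR7 and MAP3K7 had the same sign of WK/KK in 3 of 3 cell lines, HTR7 with a log2FC of 0.98 (SE 0.94). MAP3K5 also rose in 3 of 3 cell lines in WK, by 0.60 in RT-112, 0.24 in HT-1376 and 0.02 in CAL-29. In KC/KK, HTR7 had at most 2 reads in any KC library, so no fold-change is given. Its values there were 0 CPM in RT-112, 0.07 CPM in HT-1376 and 0.12 CPM in the library labelled CAL-29 KC.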

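Across the 13022 genes, the log2FC of WK/KK and KA/KK had a Pearson correlation of 0.565, those of WK/KK and KC/KK of 0.167, and those of KA/KK and KC/KK of 0.410. Genes are not independent replicates, and comparisons that share the KK libraries are correlated without any effect, with a simulated r of 0.400 to 0.453 (median 0.426). With the variant labels permuted within each cell line, 32, 93 and 56 of 100 draws gave correlations as high, the real labels included. Such draws treat the library labelled CAL-29 KC as like the others of its label, so they do not settle the correlations with KC/KK. Within the cell lines, KA/KK and KC/KK correlated more closely than WK/KK and KA/KK in RT-112 (0.639 against 0.192) and HT-1376 (0.575 against 0.440), and less closely in CAL-29 (0.413 against 0.541). Without CAL-29 the correlation was 0.338 for WK/KK and KA/KK, 0.362 for WK/KK and KC/KK and 0.628 for KA/KK and KC/KK. The RMS log2 difference between KA and KC was 0.354 in RT-112 and 0.611 in HT-1376, against 0.470 and 0.964 between WK and KA. In CAL-29 it was 0.891 between WK and KA, and 1.54 between KA and the library labelled CAL-29 KC.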

The study also shows the gene expression changes depending on the level of WWOX and AP-2α or AP-2γ; this confirms previous phenotypic observations and indicates that WWOX and AP-2α have more in common than AP-2α and AP-2γ. Some of the identified genes can find application in bladder cancer treatment; likewise, AP-2γ appears to offer promise in targeted therapy aimed at transcription factors.

## Figures and Tables

**Figure 1:**
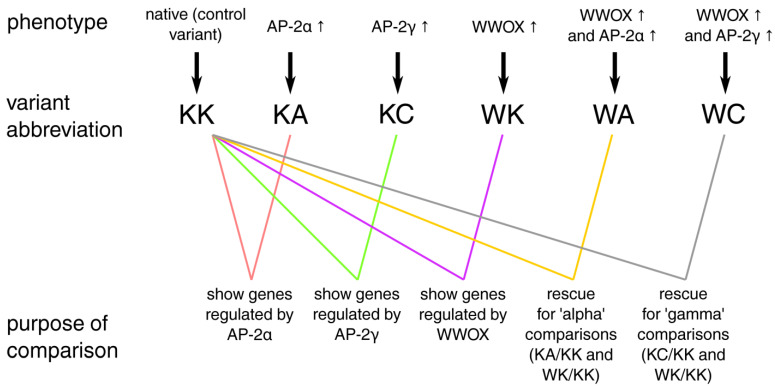
Comparisons of cellular variants and their purpose.

**Figure 2:**
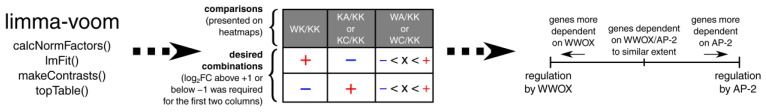
Graphical explanation of the methodology step performed to identify inversely regulated genes across cellular variants.

**Figure 3:**
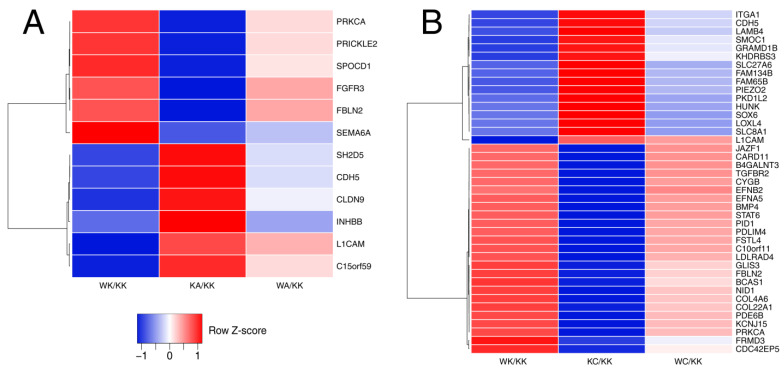
Heatmaps presenting inversely regulated AP-2 targets across (**A**) ‘alpha’ and (**B**) ‘gamma’ comparisons.

**Figure 4:**
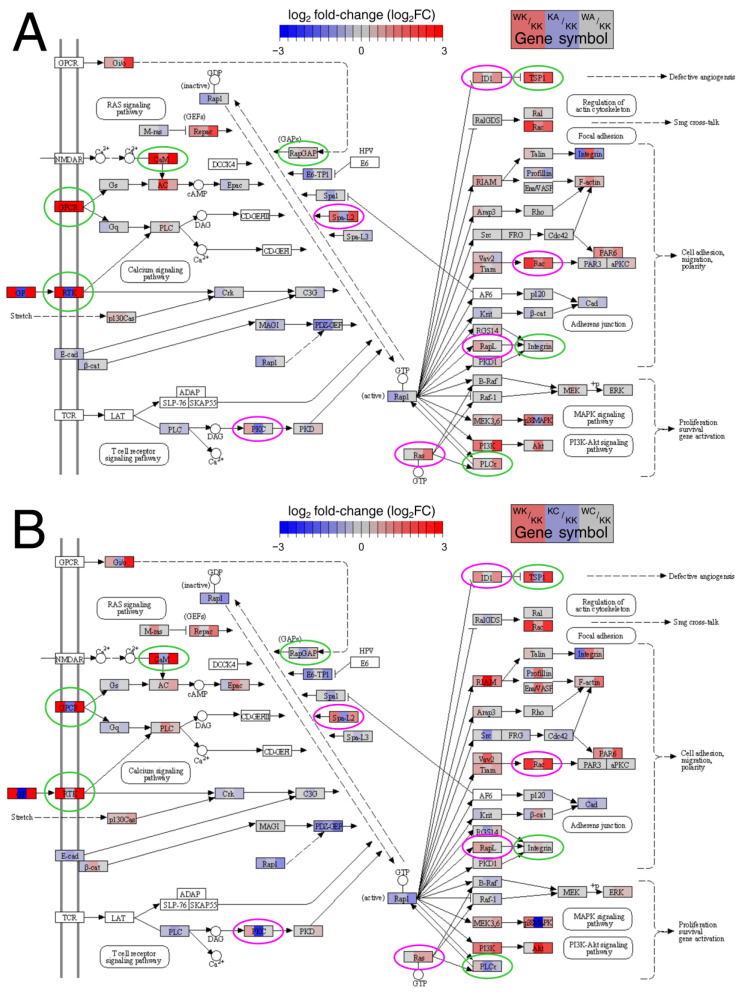
Example differences and similarities in the Rap1 signaling pathway between (**A**) ‘alpha’ and (**B**) ‘gamma’ comparisons. Differences are marked in green while similarities in pink.

**Figure 5:**
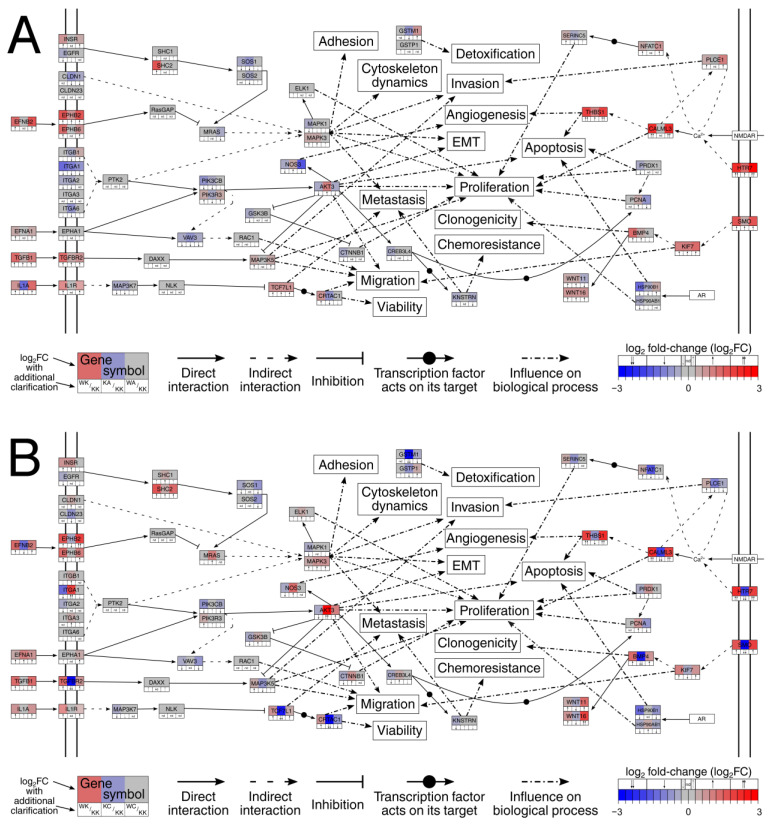
Differences and similarities between (**A**) ‘alpha’ and (**B**) ‘gamma’ comparisons regarding the signal transduction.

**Figure 6:**
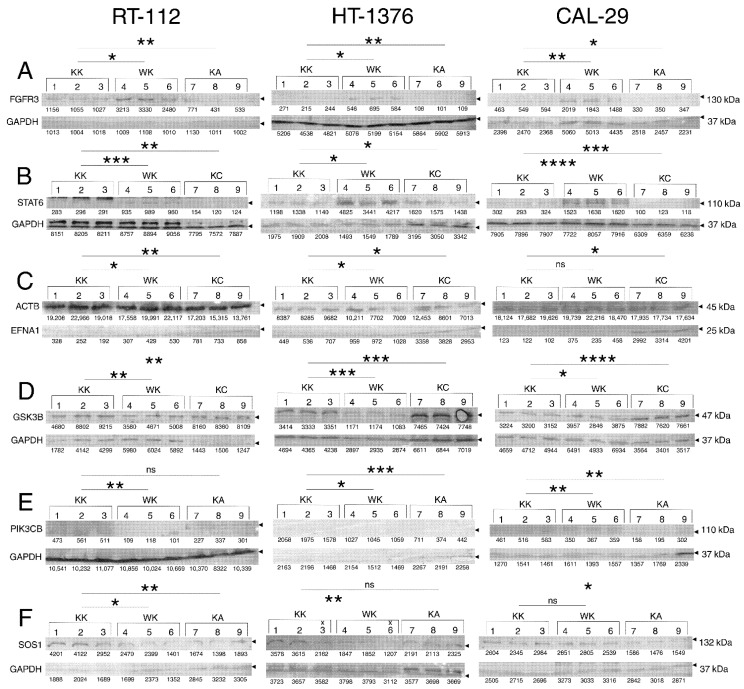
Validation of selected CAGE-seq observations on the protein level. (**A**) FGFR3. (**B**) STAT6. (**C**) EFNA1. (**D**) GSK3B. (**E**) PIK3CB. (**F**) SOS1. Stars represent statistical significance; *p*-value < 0.05 (*), *p*-value < 0.01 (**), *p*-value < 0.001 (***), *p*-value < 0.0001 (****).

**Figure 7:**
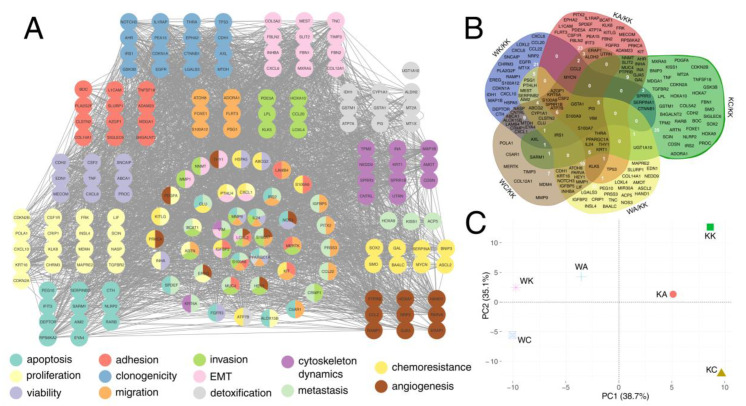
Visualization of definitive network and the PCA of cellular variants using gene expression data. (**A**) Definitive network with emphasis on processes. (**B**) Intersection analysis of definitive network. (**C**) PCA using expression data of genes from definitive network.

**Figure 8:**
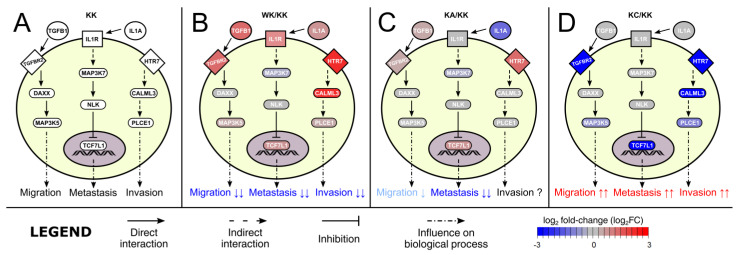
The most relevant similarities and differences in signaling by WWOX, AP-2α and AP-2γ. (**A**) KK variant. (**B**) WK/KK comparison. (**C**) KA/KK comparison. (**D**) KC/KK comparison.

**Table 1:** Gene sets selected to represent biological processes.

Biological Process	Gene Set Accession Number or Direct Link
**MSigDB**	
Apoptosis	GO:0006915
Proliferation	GO:0008283
Adhesion	GO:0022610
Migration	GO:0016477
Epithelial-to-Mesenchymal Transition	M5930
Cytoskeleton dynamics	GO:0005856
**GeneRIF**	
Viability	https://maayanlab.cloud/Harmonizome/gene_set/ viability/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Clonogenicity	https://maayanlab.cloud/Harmonizome/gene_set/ clonogenicity/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Invasion	https://maayanlab.cloud/Harmonizome/gene_set/ invasion/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Detoxification	https://maayanlab.cloud/Harmonizome/gene_set/ detoxification/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Metastasis	https://maayanlab.cloud/Harmonizome/gene_set/ metastasis/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Chemoresistance	https://maayanlab.cloud/Harmonizome/gene_set/ chemoresistance/GeneRIF + Biological + Term + Annotations (accessed on 26 January 2022).
Angiogenesis	https://maayanlab.cloud/Harmonizome/gene_set/ angiogenesis/GO + Biological + Process + Annotations (accessed on 26 January 2022).

**Table 2:** KEGG pathways from functional annotation of AP-2 targets in ‘alpha’ and ‘gamma’ comparisons. Underlined and in bold are pathways repeated in Pathview Web and DAVID. Comp.—comparison.

Comp.	Pathview Web	DAVID	dbEMT
Alpha	MAPK signaling pathway (hsa04010); **Cell adhesion molecules (hsa04514);** **Leukocyte transendothelial migration (hsa04670)**	Wnt signaling pathway (hsa04310); Rap1 signaling pathway (hsa04015); Signaling pathways regulating pluripotency of stem cells (hsa04550) **Cell adhesion molecules (hsa04514);** **Leukocyte transendothelial migration (hsa04670);** Axon guidance (hsa04360);	Pathways in cancer (hsa05200); MicroRNAs in cancer (hsa05206)
Gamma	**PI3K-Akt signaling pathway (hsa04151);** MAPK signaling pathway (hsa04010); **Focal adhesion (hsa04510)**	**PI3K-Akt signaling pathway (hsa04151);** Rap1 signaling pathway (hsa04015); Ras signaling pathway (hsa04014); **Focal adhesion (hsa04510);** ECM-receptor interaction (hsa04512); Protein digestion and absorption (hsa04974); Amoebiasis (hsa05146); Axon guidance (hsa04360); Pathways in cancer (hsa05200)	MicroRNAs in cancer (hsa05206)

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI GEO repository, GSE193659.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11091382/s1, Figure S1. KEGG pathways for ‘alpha’ comparisons. (A) MicroRNA in cancer. (B) Pathways in cancer. (C) Leukocyte transendothelial migration. (D) Signaling pathways regulating pluripotency of stem cells. (E) Cell adhesion molecules. (F) Wnt signaling pathway. (G) Axon guidance. (H) MAPK signaling pathway. (I) Legend. Figure S2. KEGG pathways for ‘gamma’ comparisons. (A) MicroRNA in cancer. (B) Pathways in cancer. (C) Ras signaling pathway. (D) PI3K-Akt signaling pathway. (E) Amoebiasis. (F) ECM-Receptor interaction. (G) Focal adhesion. (H) Protein digestion and absorption. (I) Axon guidance. (J) MAPK signaling pathway. (K) Legend. Figure S3. Networks containing top genes for all comparisons. (A) WK/KK. (B) KA/KK. (C) KC/KK. (D) WA/KK. (E) WC/KK. (F) Legend with investigated processes.

How the deposited data were processed for this re-analysis (not part of the article)

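The CAGE-seq data comprise 18 libraries, 6 variants (KK, KA, KC, WK, WA and WC) in each of 3 bladder cancer cell lines (RT-112, HT-1376 and CAL-29), with the condition of each taken from its label. The authors mapped reads of 75 nt to hg38 with BWA and then HISAT2, clustered tags with Paraclu in the RECLU pipeline, filtered clusters by the irreproducible discovery rate, and deposited 1 value per gene and library in CPM with 2 decimals. The paper's text does not name the annotation, the rule that assigns clusters to genes or the total behind the CPM. The authors' steps up to the CPM are in the deposited values and were not repeated. The Ensembl identifiers were joined to GENCODE 44 without their version (16553 of 16575 genes, of which 11685 had the same version), and 22 genes kept no symbol. The authors' count of reads on a gene was recovered from the deposited CPM, since the values of each library were whole multiples of the CPM of 1 read within rounding (99.96% to 99.99% of values). For the library labelled RT-112 WC the step was settled with the values of all genes, since the low values alone did not settle it. The recovered reads on genes ranged from 13357102 to 17958572 per library, and the limit for a gene without reads, 3 reads, is worth 0.158 to 0.213 CPM. This limit covers counting error only. Pairs of libraries of the same cell line were checked for duplicates on the recovered reads, and the smallest chi-square per degree of freedom was 19.4. The 10 most abundant genes took 5% to 11.8% of the CPM of a library.

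Genes with at least 5 CPM in at least 1 library were retained (13022 genes), the values were transformed to log2(CPM + 0.5), and limma 3.58.1 in R 4.3.3 was fitted to the 6 variants over all 18 libraries with a trended empirical Bayes variance and Benjamini-Hochberg adjustment. The paper's methods name limma-voom without a block, and no term for the cell line was used in this fit. The log2 scale with a pseudocount was set before the data were examined, when it was not known whether reads could be recovered, and limma-voom was set as an alternative. The 5 comparisons of the paper were each variant against KK, with 3 libraries on each side. The same cell line pairs the libraries of different variants by the study's design. After the mean of its variant was subtracted from each value of a gene, the correlations between libraries of the same cell line were 0.742 to 0.915 in RT-112, 0.588 to 0.896 in HT-1376 and 0.036 to 0.881 in CAL-29, and the cell line was tried as a block for this reason. The effect of WWOX over all second transductions was fitted in limma with terms for the cell line, WWOX and AP-2, and its interaction with the cell line in a fit with separate effects in each line. Fits were tested on simulated data with 12319 genes, of which 199 were changed. Without a block limma called 53 of the 199 (26.6%) and 0 unchanged genes, with the block it called 199 and 14 unchanged genes, voom called 44 and 0, and edgeR with the block 199 and 12. The simulated changes were the same in each cell line, with a low spread, in genes expressed in every line. In the data, the WK/KK changes correlated at 0.06 to 0.08 between lines. These calls therefore check the fits and do not give their power on these libraries.

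The screen for inverse regulation followed the paper's rule of a log2FC beyond 1 of opposite sign and a rescue variant between, with 100 arrangements of the variant labels within the cell lines as the chance level. Genes drawn in Figure 3 and the 173 names of Figure 7 were read from the figures by eye. The 119 statements on gene expression were copied from the text before the data were examined, and 95 that state a direction for a gene past the filter were counted. Members of the Rap1 nodes were listed beforehand from general knowledge of the pathway and not from KEGG, and log2FC were summed per node. Principal components were computed on the variant means of scaled genes, with 1000 random gene sets matched on mean expression. The genes named were fixed by a rule set beforehand, namely the genes the paper names with a direction in the CAGE-seq data or draws in its figures, the overexpressed genes, and up to 2 genes that rose and 2 that fell per comparison among those past an adjusted p of 0.05, of which there were none, and genes outside the rule are said to be so where they are named. The alternatives were pseudocounts of 0.05 and 2 CPM, no filter, at least 5 CPM in at least 3 libraries, TMM scaling, quantile normalization, the cell line as a block, fits of the 2 variants compared, each cell line left out, limma-voom, edgeR 4.0.16 with and without a block, and DESeq2 1.42.0, and for single results a 1.5-fold threshold, the sign required in each cell line, rank correlation, means over node members, unscaled genes, libraries without averaging and doubtful names left out. Other computations used Python with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The lists of AP-2 targets and the gene sets behind the network were not used here, so the screen was applied to all genes past the filter and the choice of network genes was not repeated. Measurements other than CAGE-seq were not analysed here, and the results of some genes are not reported here.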

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

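Apart from the tests of sequencing depth and of a few genes taking most of the reads, the tests in this part were chosen only after the result they concern was seen.

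The library labelled CAL-29 KC lay far from the other libraries labelled CAL-29. Its median Pearson correlation across genes with them was 0.741, against 0.901 to 0.932 for the other 5, and the gap to the nearest of these was 0.838 of the whole range, above the critical value of Dixon's test (0.625 for 6 libraries). Of 9 such measures examined, 1 was beyond the critical value, which chance alone gives for about 1 in 20. Its median correlation with the libraries labelled HT-1376 was 0.94. Depth is argued against as the cause, since over 2970 genes with a mean of at least 50 CPM the correlation with its own line was 0.558, against 0.843 to 0.890 for the others. A few genes taking most of the reads are argued against by the correlation of ranks, 0.778 against 0.889 to 0.921. A mixture of CAL-29 and HT-1376 cells would keep the genes of CAL-29 at the share of its cells, but the 68 genes with at least 20 CPM in CAL-29 KK and under 0.5 CPM in the other KK libraries were at a median of 0.518% of their level in CAL-29 KK. An action of AP-2γ common to the 3 cell lines is argued against by the correlation across genes of KC/KK in RT-112 with KC/KK in CAL-29, −0.0039. A response of CAL-29 cells to AP-2γ with or without WWOX overexpression is argued against by CAL-29 WC, which held 338.56 CPM of TFAP2C against 194.35 CPM in the library labelled CAL-29 KC, and in which 60 of these 68 genes of CAL-29 and 1 of 47 such genes of HT-1376 were present. A response of CAL-29 cells to AP-2γ that WWOX overexpression prevents would leave the background of CAL-29 outside the genes that respond, and it is argued against by the correlation of the library with HT-1376 KK over all 13022 genes, 0.968, within the 0.912 to 0.979 of the other libraries labelled HT-1376, against 0.685 to 0.774 for the other libraries labelled CAL-29. MTAP was listed at 0 CPM in these 5 libraries, at 5.39 to 13.16 CPM in those labelled HT-1376 and at 11.15 CPM in the library labelled CAL-29 KC, and CDKN2A at no more than 0.34 CPM, at 219.64 to 513.48 CPM and at 273.04 CPM, both named after their values were seen. What stays open is that the library may come from HT-1376 cells under another label. Of the 47 genes with at least 20 CPM in HT-1376 KK and under 0.5 CPM in the other KK libraries, 46 were present in it at 10% or more of their level in HT-1376 KK, at a median of 102.47% of that level, while 0 or 1 were present in each of the other libraries labelled CAL-29. Of 80 genes under 0.5 CPM in the other 5 libraries labelled CAL-29 and at least 5 CPM in every library labelled HT-1376, 76 had at least 5 CPM in it, and of 78 genes with the converse pattern 76 were under 0.5 CPM.

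A large part of the changes that the paper names for KC/KK rests on this library, while 7 of 31 stated directions held in each of the 3 cell lines. Across genes, the mean KC/KK log2FC had a correlation of 0.759 with the difference between HT-1376 and CAL-29 in WK, WA and WC, libraries that do not enter KC/KK, while the other comparisons against KK gave 0.079 (WA/KK) to 0.332 (KA/KK). The correlation with the difference in KK, which shares libraries with KC/KK, was 0.943 in CAL-29 alone and −0.310 without CAL-29. Of the 31 statements on KC/KK, 27 had the sign of HT-1376 minus CAL-29 in KK, against 10 of 34 on WK/KK and 16 of 28 on KA/KK, and of the 32 genes of Figure 3B past the filter 30 did. An effect of AP-2γ common to the 3 cell lines is argued against as the source of the stated directions, since 13 of 31 held without CAL-29. The difference between the HT-1376 and CAL-29 lines stays open as a candidate source of these changes. The number of genes beyond 2-fold in KC/KK was 1127 for the mean of 3 cell lines, 444 without CAL-29 and 5689 in CAL-29 alone.

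The effect of WWOX differed between the cell lines for 7 genes in limma's test of the interaction over all second transductions (DBNDD2, DYRK2, OLFM4, CPA6, ATP1B1, CLEC2B and SPRR2D, each with an adjusted p of 0.0406), and the effects had opposite signs among the lines for 6 of the 7, with CPA6 as the exception. These genes were named after their values were seen. At an unadjusted p under 0.05 there were 1851 genes. The log2FC of OLFM4 was −0.05 in RT-112, −0.11 in HT-1376 and 3.92 in CAL-29, and that of SPRR2D was 0.17, 5.07 and −1.39. The library labelled CAL-29 KC is argued against as the source, since 377 genes passed without it, among them the 7. The differences between pairs of libraries with and without WWOX overexpression were reassigned among the cell lines within each second transduction, and 5 of the 36 arrangements gave as many genes as the 7, the real one included, so a random arrangement stays open for that count. Without the library labelled CAL-29 KC, 1 of the 36 arrangements gave 377 genes, the real one, and the others gave at most 80, which argues against a random arrangement for that count. The scaling of the libraries stays open as well, since 0 genes passed with quantile normalization, where 1885 had an unadjusted p under 0.05, and 2 passed with TMM scaling, both among the 7. Within a cell line, the effect of WWOX and that of the separately transduced population cannot be told apart, since each variant had 1 library per cell line and no repeat of the first transduction within a line is described. A biological difference between the cell lines in their response to WWOX stays open as untested.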

How the results depend on the processing

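The alternatives were set before the data were examined, except the fits that left out the library labelled CAL-29 KC, which were chosen after seeing the data. For the 5 comparisons against KK, the count of 0 genes with an adjusted p under 0.05 (limma) held with a pseudocount of 0.05 or 2 CPM, without the filter, with at least 5 CPM in at least 3 libraries, with TMM or quantile scaling, with the cell line as a block, in fits of the 2 variants compared, in limma-voom and edgeR without a block, and in the fits that each left out 1 cell line. With DESeq2 on the recovered reads, 3 genes passed in WK/KK, 1 in KA/KK, 5 in KC/KK, 3 in WA/KK and 9 in WC/KK, and the cause was not tested. With edgeR and the cell line as a block, 5 genes passed in KC/KK, which the limma block did not call (550 genes at an unadjusted p under 0.05). That block changed no other call, and without the library labelled CAL-29 KC the block in limma gave 0 genes in KC/KK, with 152 at an unadjusted p under 0.05. The effect of WWOX over all second transductions, 0 genes with the cell line as a term, was 2 genes without the filter and 1 with TMM scaling, and from 0 to 6 genes across the 3 fits that each left out 1 cell line, with 6 without CAL-29.

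The counts of the screen for inverse regulation stayed within 1.5 times the reported ones without the filter, with at least 5 CPM in at least 3 libraries, and with TMM or quantile scaling. They moved with the choices below, and where no construction explains it the cause was not tested. In the 'alpha' comparisons the count was 1 gene as reported, 16 with a pseudocount of 0.05 CPM, 31 with limma-voom, 27 at a 1.5-fold threshold and 0 with the sign required in each cell line. In the 'gamma' comparisons it was 41 genes as reported, 126 with a pseudocount of 0.05 CPM, 15 with 2 CPM, 141 with limma-voom, 220 at the 1.5-fold threshold and 3 with the sign required in each cell line. Across the 3 fits that each left out 1 cell line, the counts ranged from 5 (without CAL-29) to 12 genes and from 10 (without CAL-29) to 150 genes (without RT-112). A lower threshold admits more genes and a condition on each cell line fewer by construction. Of the genes of Figure 3A, 6 met the screen with a pseudocount of 0.05 CPM and 8 with limma-voom, against 1 as reported. Of those of Figure 3B, 27 did with a pseudocount of 0.05 CPM, 2 with 2 CPM, 25 with limma-voom, and from 2 (without CAL-29) to 20 (without RT-112) with 1 cell line left out, against 8 as reported.

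Of the 95 stated directions, 94 held on the mean and 31 in each of the 3 cell lines, a stricter condition, and 69 held on the mean without CAL-29. The share of PC2 was 33.2% as reported, 29.1% over 18 libraries without averaging, and from 22.0% to 32.9% with 1 cell line left out, lowest without CAL-29. Correlations of log2FC across genes ranged from 0.338 (without CAL-29) to 0.617 for WK/KK with KA/KK, from 0.211 to 0.362 (without CAL-29) for WK/KK with KC/KK, and from 0.395 to 0.628 (without CAL-29) for KA/KK with KC/KK, and ranks in place of values left them within the spread between cell lines. The order of WK/KK with KA/KK (0.565 as reported) and KA/KK with KC/KK (0.410) was therefore the opposite without CAL-29. Of the sums of log2FC over Rap1 nodes, 18 of 90 values with 1 cell line left out and 3 of 140 with other alternatives had the opposite sign. Without CAL-29, the sums in KC/KK were 1.32 for the GPCR node (−3.30 as reported), 1.27 for calmodulins (−1.63), 1.77 for TSP1 (−0.81), 0.44 for Spa-L2 (−0.73) and 2.96 for the receptor tyrosine kinase node (−0.56), and that of the last in KA/KK was 0.70 (−1.51). Without HT-1376 the sums turned negative for TSP1 in KA/KK and WA/KK, calmodulins in KA/KK, WA/KK and WC/KK, Spa-L2 in WC/KK, Rac in KA/KK, KC/KK, WA/KK and WC/KK, and receptor tyrosine kinases in WC/KK, the last also without RT-112 (−3.25) and with a pseudocount of 2 CPM (−0.11). In KA/KK quantile normalization gave −0.16 for calmodulins, and in KC/KK TMM scaling gave 0.26 for receptor tyrosine kinases. The means over members, which divide the sum by their number, differed from it by more than the spread between cell lines for the GPCR node in WK/KK (1.10) and receptor tyrosine kinases in WA/KK (0.26).

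For the log2FC of single genes named in the text, 1431 alternative values kept their sign and 108 did not. With other choices than the cell lines, the sign changed in these cases. In WK/KK they were CLDN1 (0.03 with TMM scaling, 0.02 with limma-voom), GRAMD1B (−0.69 with 0.05 CPM, −0.00 with quantile normalization, −0.93 with limma-voom), GSTP1 (−0.10 with quantile normalization), ITGA3 (0.06 with TMM scaling, 0.06 with limma-voom), NOS3 (−0.05 with 0.05 CPM, −0.54 with limma-voom), WNT11 (−0.02 with quantile normalization) and WNT16 (−0.16 with 2 CPM, −0.02 with quantile normalization). In KA/KK they were ELK1 (0.07 with quantile normalization), EPHA1 (0.03 with TMM scaling, 0.09 with quantile normalization, 0.02 with limma-voom), MAP3K5 (0.02 with TMM scaling, 0.04 with quantile normalization), MRAS (0.03 with 2 CPM, 0.01 with quantile normalization), PLCE1 (0.31 with 0.05 CPM) and TGFBR2 (−0.07 with 2 CPM). In KC/KK it was HSP90B1 (0.07 with limma-voom). In WA/KK it was INHBB (0.05 with 2 CPM). With 1 cell line left out at a time, the sign changed in KC/KK for these genes, in the fit without CAL-29 unless other lines are given. They were BMP4 (−2.00 to 0.06), CALML3 (−4.04 to 0.52), CREB3L4 (−0.09 to 0.54), EFNB2 (−2.52 to 0.70), EPHA1 (−0.29 to 0.47, without RT-112 or HT-1376), EPHB2 (−2.80 to 1.68), GSTM1 (−3.23 to 0.09), GSTP1 (−1.57 to 0.10), HSP90B1 (−0.72 to 0.88), IL1A (−0.30 to 1.20, without HT-1376), ITGA2 (−0.87 to 0.53, without RT-112 or CAL-29), ITGA6 (−0.20 to 0.35, without HT-1376), ITGB1 (−0.43 to 1.09, without HT-1376), KHDRBS3 (−0.48 to 1.46), MAP3K5 (−1.24 to 0.34), MAP3K7 (−0.65 to 0.30), MRAS (−0.25 to 1.43), PLCE1 (−1.54 to 0.67), PRDX1 (−0.11 to 1.28), PRKCA (−2.30 to 0.56), SHC1 (−0.08 to 0.70), SIPA1L2 (−1.32 to 0.44), SMO (−2.87 to 0.25), TCF7L1 (−2.12 to 0.61), TGFB1 (−1.39 to 0.72), TGFBR2 (−3.22 to 0.28), THBS1 (−2.36 to 1.77), VAV3 (−0.08 to 0.12, without RT-112), WNT11 (−0.78 to 0.39) and WNT16 (−1.20 to 0.29). The values of SMO and GSTM1 in that list depend on the pseudocount, since KC held at most 3 reads of either in any library. In KA/KK it changed for BMP4 (−0.29 to 0.70, without HT-1376), CLDN23 (−0.54 to 0.18, without RT-112 or CAL-29), CLDN9 (−0.06 to 0.63, without HT-1376), CTNNB1 (−0.02 to 0.14, without RT-112), EPHA1 (−0.16 to 0.21, without CAL-29), EPHB2 (−0.03 to 0.66, without HT-1376), GSK3B (−0.71 to 0.22, without CAL-29), GSTP1 (−0.28 to 0.00, without HT-1376), HSP90B1 (−1.04 to 0.42, without CAL-29), ITGA1 (−0.91 to 0.24, without CAL-29), ITGA2 (−1.28 to 0.32, without CAL-29), ITGA3 (−0.13 to 0.14, without HT-1376), ITGB1 (−1.07 to 0.46, without CAL-29), MAP3K7 (−0.74 to 0.38, without CAL-29), MAPK3 (−0.03 to 0.44, without CAL-29), MECOM (−1.71 to 0.13, without CAL-29), MRAS (−0.38 to 0.24, without RT-112), NOS3 (−0.24 to 1.20, without HT-1376), PIK3R3 (−0.83 to 0.02, without CAL-29), PLCE1 (−0.90 to 0.82, without CAL-29), RAC1 (−0.25 to 0.10, without CAL-29), SEMA6A (−1.36 to 0.07, without CAL-29), SMO (−0.09 to 0.32, without HT-1376), SOS2 (−0.89 to 0.12, without CAL-29), TGFBR2 (−0.22 to 0.35, without HT-1376) and THBS1 (−0.15 to 1.86, without HT-1376). For WK/KK the genes were CLDN1 (−0.33 to 0.17, without HT-1376), CLDN23 (−0.57 to 0.36, without CAL-29), CLDN9 (−1.10 to 0.01, without CAL-29), EFNB2 (−0.27 to 2.13, without HT-1376), EPHA1 (−0.17 to 0.27, without HT-1376), EPHB2 (−0.37 to 2.37, without HT-1376), GRAMD1B (−0.23 to 0.28, without HT-1376), GSTP1 (−0.27 to 0.38, without HT-1376), HSP90AB1 (−0.89 to 0.11, without HT-1376), ITGA2 (−1.14 to 0.44, without CAL-29), ITGA3 (−0.24 to 0.14, without CAL-29), NOS3 (−0.49 to 1.11, without HT-1376), RAC1 (−0.32 to 0.18, without HT-1376), SOS2 (−0.42 to 0.04, without HT-1376), TCF7L1 (−0.08 to 0.83, without RT-112) and WNT16 (−0.75 to 0.83, without RT-112 or HT-1376). In the rescue variants they were CLDN9 (−0.24 to 0.17, without CAL-29), INHBB (−0.37 to 0.54, without HT-1376), PEG10 (−1.05 to 0.09, without CAL-29) and THBS1 (−0.43 to 3.22, without HT-1376) in WA/KK, and EFNB2 (−0.33 to 1.72, without HT-1376), L1CAM (−0.19 to 2.62, without RT-112) and SIPA1L2 (−0.21 to 1.01, without HT-1376) in WC/KK. Each of these fits rests on 2 cell lines in place of 3.

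At a depth of 13357102 to 17958572 reads per library, 3 reads are worth 0.158 to 0.213 CPM, which limits the fold-changes of genes near 0 CPM, such as FBLN2, SMO, GSTM1 and HTR7 in KC.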

Differences from the paper's values

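Figure 3A draws about 12 genes, read by eye, that met the paper's screen in the 'alpha' comparisons, and 1 of them (L1CAM) met it here. Among the alternatives set before the data were examined, limma-voom on the recovered reads, the tool that the paper's methods name, gave 8, which lies within 1.5 times the drawn number but leaves part of it unmet. A pseudocount of 0.05 CPM gave 6, a 1.5-fold threshold 4, the sign required in each cell line 0, and the other alternatives 1. Figure 3B draws about 41 genes, read by eye, that met the screen in the 'gamma' comparisons, and 8 of them met it here. None of the alternatives set before the data were examined came within 1.5 times this number, with 27 for a pseudocount of 0.05 CPM, 25 for limma-voom, 25 at a 1.5-fold threshold and 20 without RT-112 as the nearest. Of the drawn genes, 32 were past the filter on low values, and the others could not meet the screen in a filtered fit. Against these 32, the counts of 27 and 25 lie within 1.5 times.

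The paper's sentence on NOS3 and angiogenesis, which can be read as a statement on either, gives a decrease by WWOX, and the log2FC of NOS3 in WK/KK here was 0.46. It was −0.54 with limma-voom and −0.05 with a pseudocount of 0.05 CPM, and −0.49 without HT-1376. Figure 3B draws GRAMD1B as lower in WK than in KK, and its log2FC here was 0.09, with −0.93 in limma-voom, −0.69 with a pseudocount of 0.05 CPM, 0.00 with quantile normalization and −0.23 without HT-1376. The paper describes KHDRBS3 as depending on WWOX and AP-2γ to a similar degree. Its mean log2FC here was close in size in WK/KK (−0.70) and KC/KK (0.57). By position, WC lay at 0.94 between KC (0) and WK (1), a measure that the paper does not name as its basis. The KC end of that scale rests on the library labelled CAL-29 KC (log2FC 2.65, against 0.27 in RT-112 and −1.23 in HT-1376).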

Other observations

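The tests in this part were chosen only after the result they concern was seen.

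For each of the 5 comparisons against KK, 10 of the 10 splits of the 6 libraries gave as many genes with an adjusted p under 0.05 as the real split, which gave 0. Of the 10 splits, 4 part the libraries of all 3 cell lines, as the real one does, and 6 part those of 1 line. Every split reaches a count of 0 by construction, so the splits cannot tell whether the real labels differ from others. A share under 0.1 also cannot be reached with 3 libraries against 3. For the effect of WWOX over all second transductions, 100 of 100 draws gave as many genes as the real labels, which gave 0, with 1741 at an unadjusted p under 0.05. Every draw reaches that count by construction as well, so the draws cannot decide it either.

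In the screen for inverse regulation, 84 of 100 arrangements of the variant labels within the cell lines gave at least the 1 gene of the 'alpha' comparisons, and 5 of 100 at least the 41 genes of the 'gamma' comparisons, the real labels included. The permuted counts had a median of 4 genes (0 to 56) and of 3 genes (0 to 53). Since the library labelled CAL-29 KC is unlike the others of its label, the 'gamma' share cannot tell an effect of AP-2γ from the place of that library.

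TFAP2C was at 179.87 CPM in the library labelled RT-112 WA, against 142.75 CPM in RT-112 WC and 56.20 CPM in RT-112 WK. The RMS log2 difference over all genes between RT-112 WA and RT-112 WC was 0.359, against 0.515 between RT-112 WA and RT-112 WK. A mislabelled or mixed sample with AP-2γ-transduced cells and a rise of TFAP2C after transduction of AP-2α cannot be told apart with these values, since RT-112 has 1 library of WA and of WC. TFAP2A was at 25.32 CPM in RT-112 WA and 20.31 CPM in RT-112 WK.

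The same comparison correlated weakly across genes between cell lines. The correlation of the log2FC of WK/KK was 0.06 between RT-112 and HT-1376, 0.08 between RT-112 and CAL-29 and 0.06 between HT-1376 and CAL-29. For KA/KK it was 0.18, −0.10 and −0.10, and for KC/KK 0.06, −0.0039 and −0.20. For WA/KK these were 0.03, 0.0008 and 0.04, and for WC/KK 0.09, −0.13 and 0.23. Genes with the same sign in all 3 cell lines made up 16.0% (KC/KK) to 29.9% (WC/KK) of the genes past the filter.

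The genes that DESeq2 called on the recovered reads, named after their values were seen, were AZGP1, GSTA1 and HTR3A in WK/KK, GSTA1 in KA/KK, GSTA1, HTR3A, KLHDC9, PTCSC2 and ZSCAN12 in KC/KK, and GSTA1, HTR3A and SCARNA3 in WA/KK. In WC/KK they were GSTA1, HTR3A, IGFBP5, INHBA, KLK5, KRT6A, PI3, SPRR1B and TMEM132A. With edgeR and the cell line as a block, CABP4, COL5A2, HOXA10-AS, LINC01504 and TCEA3 were called in KC/KK, all of them lower. These 5 genes had at most 0.11 CPM in KK and KC of RT-112 and HT-1376, so the calls rest on the library labelled CAL-29 KC, where they had at most 0.12 CPM against 89.13, 87.39, 95.75, 12.11 and 40.42 CPM in CAL-29 KK. The decreases that DESeq2 called in KC/KK, those of KLHDC9, PTCSC2 and ZSCAN12, rest on the same library, with 0 CPM against 14.97, 12.16 and 7.34 CPM in CAL-29 KK and at most 0.13 CPM in KK and KC of the other lines. GSTA1 in WK/KK was at 10.22 CPM in CAL-29 WK and at 0 CPM in the other WK and KK libraries. HTR3A in WK/KK, WA/KK and WC/KK rose in HT-1376 alone, from 0 CPM to 1.55, 2.56 and 11.5 CPM. SCARNA3 in WA/KK fell in HT-1376 alone, from 8.88 to 0 CPM. AZGP1 in WK/KK, and IGFBP5, INHBA, KLK5, PI3 and TMEM132A in WC/KK, rose in each cell line. The genes called for the effect of WWOX were ADRB1 and BAALC without the filter, BAALC with TMM scaling, and ACTA2, BAALC, COL7A1, NGFR, ST6GAL1 and ST6GALNAC6 without CAL-29.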
